# Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity

**DOI:** 10.1186/1471-2164-12-102

**Published:** 2011-02-09

**Authors:** Alexei A Sharov, Akira Nishiyama, Yulan Piao, Lina S Correa-Cerro, Tomokazu Amano, Marshall Thomas, Samir Mehta, Minoru SH Ko

## Abstract

**Background:**

In addition to determining static states of gene expression (high vs. low), it is important to characterize their dynamic status. For example, genes with H3K27me3 chromatin marks are not only suppressed but also poised for activation. However, the responsiveness of genes to perturbations has never been studied systematically. To distinguish gene responses to specific factors from responsiveness in general, it is necessary to analyze gene expression profiles of cells responding to a large variety of disturbances, and such databases did not exist before.

**Results:**

We estimated the responsiveness of all genes in mouse ES cells using our recently published database on expression change after controlled induction of 53 transcription factors (TFs) and other genes. Responsive genes (*N *= 4746), which were readily upregulated or downregulated depending on the kind of perturbation, mostly have regulatory functions and a propensity to become tissue-specific upon differentiation. Tissue-specific expression was evaluated on the basis of published (GNF) and our new data for 15 organs and tissues. Non-responsive genes (*N *= 9562), which did not change their expression much following any perturbation, were enriched in housekeeping functions. We found that TF-responsiveness in ES cells is the best predictor known for tissue-specificity in gene expression. Among genes with CpG islands, high responsiveness is associated with H3K27me3 chromatin marks, and low responsiveness is associated with H3K36me3 chromatin, stronger tri-methylation of H3K4, binding of E2F1, and GABP binding motifs in promoters.

**Conclusions:**

We thus propose the responsiveness of expression to perturbations as a new way to define the dynamic status of genes, which brings new insights into mechanisms of regulation of gene expression and tissue specificity.

## Background

Gene expression is regulated by the interplay of various kinds of factors including transcription factors (TFs) that bind to DNAs in a sequence-specific manner, the chromatin structure [1-4], and the association of genes with the nuclear lamina/matrix [5,6]. Many TFs directly switch gene expression on or off, whereas others factors may serve as constraints (e.g., by controlling the access of TFs to DNA). Thus, in addition to identifying static states of gene expression (e.g., high vs. low) it is important to characterize the dynamic status, which is the capacity to modify the level of expression. For example, genes with H3K27me3 chromatin marks at promoters are not only suppressed (static state) but also poised for activation (dynamic state) [7]. Responsiveness of genes to perturbations is a dynamic property that was never studied systematically because such studies require the analysis of expression profiles of cells responding to a large variety of disturbances, and such databases did not exist before. The only comparable study used indiscriminately all data for a specific human array platform in the Gene Expression Omnibus (GEO) database, which included both perturbations of the same cell type as well as differences between various cell types, tissues, and organs [8]. Thus, it did not distinguish between responsiveness of genes and their tissue-specific expression.

This paper examines the responsiveness of all genes in mouse ES cells estimated using our recently published database on gene expression changes after controlled induction of 53 transcription factors (TFs) and other genes [9]. In this experiment, we established mouse ES cell lines in which individual transgenic TFs were induced by the removal of doxycycline. Each manipulated TF modifies the expression of many downstream target genes, including other TFs, which can in turn activate or repress genes even farther downstream. Thus, we can quantify responsiveness of not only direct targets of manipulated TFs, but also indirect (i.e., secondary, tertiary) target genes. We show that responsive genes mostly have regulatory functions and a propensity to become tissue-specific upon differentiation, whereas many non-responsive genes have housekeeping functions. To examine the relationship between the responsiveness and tissue-specificity of gene expression, we performed whole-genome expression profiling of 15 mouse adult organs/tissues. Responsiveness of genes in undifferentiated ES cells appears to be a better predictor for tissue-specific gene expression than other known markers (presence of a CpG island and TATA box). Among genes with CpG islands, responsiveness is strongly associated with their epigenetic marks (e.g., histone modifications such as H3K27me3 and H3K36me3), as well as with binding of certain TFs in promoters. These results suggest that TF-responsiveness can be used as a novel indicator of the dynamic status of genes.

## Results

### Definition of TF-responsiveness

We define TF-responsiveness as a gene's readiness for expression change, irrespective of direction (up or down), upon an induced change in the abundance of various TFs. Some genes may change their expression following the manipulation of a wide range of TFs, whereas others may react specifically to one or a few TFs. It is thus important to assess TF-responsiveness based on the data from a wide range of TF manipulations. To differentiate between upregulation and downregulation of genes, we use three indicators of TF-responsiveness for each gene: maximum logratio for upregulation, *U*_*i*_; downregulation, *D*_*i*_; and the average for both up- and downregulation, *B*_*i*_:

(1) $$U_{i}=\underset{j}{\max}(x_{ij});\;D_{i}=\underset{j}{\max}(-x_{ij});\;B_{i}=\text{average(}U_{i},D_{i}\text{)};$$

where *x*_*ij *_is the logratio of expression change of *i*-th gene after perturbation *j*. Term "responsiveness" is similar to "sensitivity", however the latter term is traditionally applied to a single type of perturbation (as in "sensitivity analysis"). Thus, here we use the term "responsiveness" to describe the combined sensitivity of gene expression to various perturbations.

### Data sets used in the study

A list of gene expression data sets used in this study is given in Additional File 1. To analyze TF-responsiveness of genes in ES cells, we used the following two data sets. First, the "NIA ES bank, 53 genes" data includes gene expression profiles of ES cells 2 days after the induction of each of 53 genes (50 TFs and 3 other genes) [9]. Figure 1A shows a typical response of genes (*x*_*ij*_) located sequentially in a 7.65 Mb window on Chromosome 1. Second, the "NIA Other ES perturbations" data include time-courses expression profiles 1-3 days after downregulation of the *Pou5f1 *or *Sox2 *genes [10-12], and expression profiles of ES cells 2 days after Leukemia Inhibitory Factor (LIF) removal, addition of retinoic acid (RA) [13], or addition of inhibitors of FGFR (PD173074), MEK (PD98059), and GSK (BIO) signaling pathways. The expression profiles of ES cells after treating them with inhibitors of FGFR, MEK, and GSK for 2 days were newly generated for this work and submitted to the public database (GEO accession number GSE19814). 

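RNA of B6R(5) ES cells, a C57BL/6 line, was hybridised to 4 arrays, 1 for cells treated with DMSO alone and 1 for each of the 3 inhibitors. According to the Methods, PD173074 was used at 100 μM, PD98059 at 25 μM and BIO at 2 μM, and Additional File 1 prints the same numbers in mM. Inhibitors were added 24 hr after plating, and cells were harvested 48 hr after treatment, with 0.2% DMSO in every culture. The arrays were of the NIA 44K mouse design with long oligonucleotide probes, and all 4 lay on the same slide. ES cell RNA was labeled with Cy3 and a reference RNA pooled from mouse cell lines with Cy5, with no exchange of dyes. Additional File 1 lists 1 replication for each inhibitor. The differences reported for these arrays therefore have no replicate check, and no p-values are given.

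Each array held 43451 spots, of which 1417 were control spots, and the remaining spots carried 42006 distinct probes. For 25030 of these probes the authors deposited a processed value, 1 probe per gene, and counts of genes refer to these probes. The authors deposited the output of the Agilent Feature Extraction software, with a mean intensity and a local background for each spot. The median Cy3 mean signal over spots was 73.8 on the control array, 79.0 with FGFR inhibitor, 81.7 with MEK inhibitor and 78.4 with GSK inhibitor. Cy3 was well above background, by the flag of that software, for 17331 genes on the control array and for 17407, 17427 and 16923 genes with FGFR, MEK and GSK inhibitor. It was well above background on all 4 arrays for 16229 genes and on none for 6583. No spot was saturated.

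From the mean signals, background was corrected with the normexp method at an offset of 50, and the ratio of Cy3 to Cy5 was normalized by loess within each array. A log2 fold change is the log2 ratio on an inhibitor array minus that on the control array. The offset draws the changes of dim genes toward 0. A gene was called changed if its log2 fold change was at least 1 in size and Cy3 was well above background on both arrays. Gene symbols were taken from the 5 supplementary tables that list probes of this array with symbols. These are held in part here, and they name 5619 probes, or 22.4% of the 25030.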

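Of Rxrg, Wt1, Gbx2 and Plagl1, a probe of Rxrg and of Gbx2 could be traced, in both cases through the part of Additional File 2 held here, the first 1069 of its 25030 rows. The probes of Wt1 and Plagl1 were not analysed here. Rxrg was measured by probe Z00053850-1, which has the sequence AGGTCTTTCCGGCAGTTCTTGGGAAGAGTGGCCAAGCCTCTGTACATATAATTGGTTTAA, and its Cy3 signal was well above background on all 4 arrays. Relative to the DMSO control, the log2 fold change of Rxrg was -3.22 with FGFR inhibitor, -1.26 with MEK inhibitor and -2.13 with GSK inhibitor. Among genes of similar Cy3 signal, the robust SD of the log2 fold change was 0.23, 0.19 and 0.27 in these comparisons. Rxrg had the largest fall of all named genes in each of them. Its Cy5 signal was not well above background on the array with MEK inhibitor, and the ratio of the Feature Extraction processed signals gave the most different value there, a log2 fold change of -0.51.

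Gbx2 was measured by probe Z00005313-1, with the sequence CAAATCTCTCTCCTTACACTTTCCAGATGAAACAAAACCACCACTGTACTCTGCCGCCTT, and both channels were well above background on all 4 arrays. The log2 fold change of Gbx2 was -0.98 with FGFR inhibitor, -0.22 with MEK inhibitor and -0.22 with GSK inhibitor. The robust SD among genes of similar Cy3 signal was 0.21, 0.15 and 0.28, so the last value lies within that spread. The Cy5 signal of the reference fell at this spot together with Cy3, from 350 to 83.3 in processed units between the control array and the array with FGFR inhibitor. In Cy3 alone, without the reference, the log2 change of Gbx2 was -2.34 with FGFR inhibitor, -0.66 with MEK inhibitor and -0.09 with GSK inhibitor. The ratio of the processed signals gave -0.19, -0.10 and -0.23, each smaller in size than the robust SD given above.

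**Figure D1:**
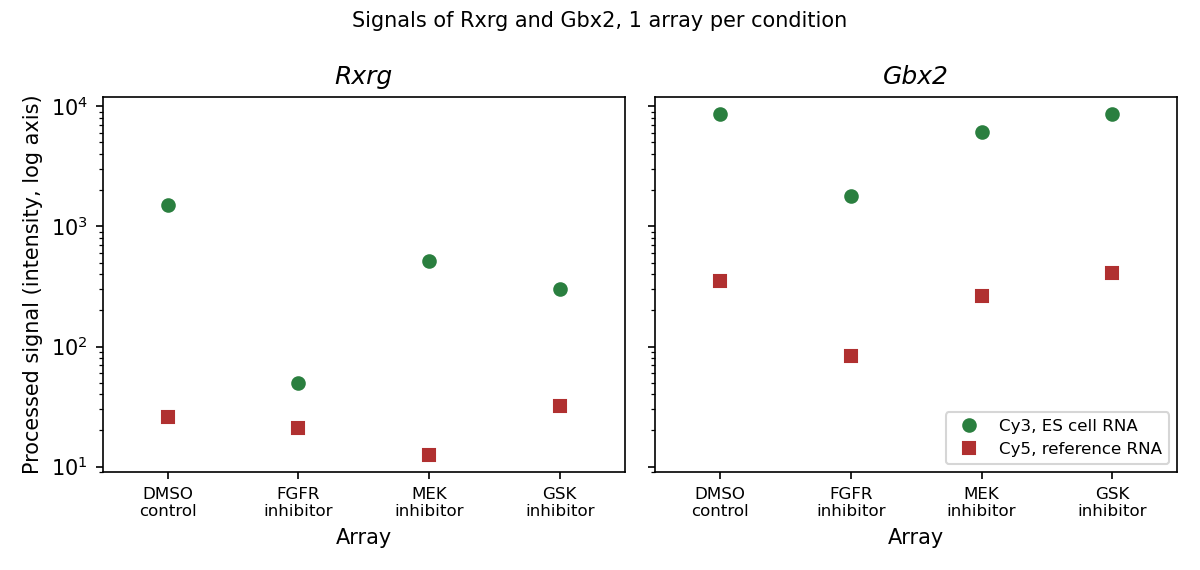
Feature Extraction processed signals of Rxrg (left) and Gbx2 (right) on the 4 arrays, in intensity units on a log axis. Circles are Cy3, the ES cell RNA, and squares are Cy5, the reference RNA, each point being 1 spot. Cy3 of Rxrg was 1502 on the control array and 49.3 with FGFR inhibitor, and Cy3 of Gbx2 was 8670 and 1806.

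At the threshold of 2-fold, 1 gene was higher and 5 were lower with all 3 inhibitors, among the 16229 genes with Cy3 well above background on all 4 arrays. Rxrg is among the latter, and the other 5 probes carry no symbol in the tables held. The probe that rose, Z00025539-1, was looked up after its values were seen and had log2 fold changes of 2.11 with FGFR inhibitor, 1.17 with MEK inhibitor and 1.37 with GSK inhibitor. All 3 comparisons use the same control array. When each array in turn was set against the remaining 3, the array with FGFR inhibitor differed from all the others in 43 genes, the array with GSK inhibitor in 67, the array with MEK inhibitor in 1 and the control array in these 6. Of the alternatives tried at the same threshold, the processed signals moved this count most, to 62 genes, of which 26 were higher and 36 lower.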

The results showed that all three inhibitors downregulated *Rxrg *and *Wt1 *and upregulated *Gbx2 *and *Plagl1 *(*Zac1*). 

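At a change of at least 2-fold, 133 genes were higher and 100 lower with FGFR inhibitor, 7 higher and 7 lower with MEK inhibitor, and 113 higher and 122 lower with GSK inhibitor. These were called among the 16797, 16837 and 16469 genes with Cy3 well above background on both arrays compared. The Cy5 channel, which held the same reference RNA on every array, changed at least 2-fold for 10 of these genes on the array with FGFR inhibitor, for 0 with MEK inhibitor and for 8 with GSK inhibitor. At spots where Cy3 was much the brighter, Cy5 moved with it, so these changes are not a plain measure of error. The robust SD of the log2 fold change over all these genes was 0.20 with FGFR inhibitor, 0.16 with MEK inhibitor and 0.24 with GSK inhibitor. With the processed signals, the totals at this threshold were 724, 260 and 766 genes. In that setting 349 genes were higher and 375 lower with FGFR inhibitor, and 390 higher and 376 lower with GSK inhibitor. The more frequent direction thus depended on the processing for both inhibitors.

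The genes Gata3, Gata2, Myc, Gbp3, Erg1, Nr4a3, T, Nkx1-2, Msx1, Evx1, Tcfec and Rfx4 were not analysed here, because no table held pairs them with a probe. Of the changed genes, 25 with FGFR inhibitor, 2 with MEK inhibitor and 21 with GSK inhibitor carry a symbol. Among genes with a symbol and the same direction in the processed signals and in Cy3 alone, the largest rises with FGFR inhibitor were those of Cfc1 (probe Z00063770-1), 1190002H23Rik (Z00042006-1) and Acss1 (Z00075571-1), with log2 fold changes of 2.04, 1.58 and 1.54. With MEK inhibitor their log2 fold changes were 0.03, 0.32 and 0.42, and with GSK inhibitor -0.12, 0.12 and 0.72. Cy5 of Cfc1 was not well above background on the control array, and its log2 fold change with FGFR inhibitor was 0.88 in the processed signals. After Rxrg, the largest falls with FGFR inhibitor were those of 6330407J23Rik (Z00074203-1), at -1.61, and 2010002N04Rik (Z00039115-1), at -1.11. The log2 fold changes of these genes were -0.33 and -0.54 with MEK inhibitor and -1.08 and -0.13 with GSK inhibitor. The fall of 6330407J23Rik was thus over 2-fold with GSK inhibitor too.

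With GSK inhibitor, the largest rises were those of 4930502E18Rik (Z00042066-1), at 2.33, 2310007H09Rik (Z00010917-1), at 1.95, and 1700097N02Rik (Z00062714-1), at 1.87. The log2 fold changes of these 3 genes were 0.12, -0.23 and -0.44 with FGFR inhibitor and -0.07, -0.08 and -0.61 with MEK inhibitor. Actn3 (Z00052253-1) and Inhbb (Z00002490-1) had the largest falls after Rxrg, with log2 fold changes of -1.86 and -1.68. Their values were -0.37 and -0.86 with FGFR inhibitor and 0.02 and 0.35 with MEK inhibitor. With MEK inhibitor the largest rise was that of 2310043M15Rik (Z00026220-1), at 1.16, which also rose with FGFR inhibitor, by 1.53, and with GSK inhibitor, by 1.00, short of the threshold. In the processed signals its rise with MEK inhibitor was 0.77, under 2-fold. The next rises with MEK inhibitor, 0.97 for 1600029D21Rik and 0.76 for Aff1, and its falls after Rxrg, -0.65 for A130094D17Rik and -0.64 for 3110082D06Rik, stayed under 2-fold, and in the processed signals all of these but Aff1 exceeded it. With FGFR and GSK inhibitor, the log2 fold changes were 1.23 and 0.64 for 1600029D21Rik and 0.95 and 1.01 for Aff1. They were -0.21 and -0.57 for A130094D17Rik and -0.78 and -0.58 for 3110082D06Rik. These genes thus moved in the same direction with every inhibitor, against the same control array. Each of these values rests on 1 spot per array.

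Across the genes well above background on all 4 arrays, Pearson's r between log2 fold changes was 0.622 for FGFR and MEK inhibitors, 0.485 for FGFR and GSK inhibitors and 0.457 for MEK and GSK inhibitors. Genes are not independent replicates, and the shared control array alone gives a positive value. Simulated unchanged arrays with 1 shared control gave a median r of 0.500, between 0.479 and 0.517 over 100 draws. That value was fixed by construction, because the noise was equal on all simulated arrays. The real spreads differed between inhibitors, so the simulation cannot decide how much of r the control array gives.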

We also observed inhibitor-specific effects: FGFR inhibitor caused upregulation of *Gata3 *and *Gata2 *and downregulation of *Myc*; MEK inhibitor caused upregulation of *Gbp3 *and downregulation of *Erg1 *and *Nr4a3*; and GSK inhibitor caused upregulation of *T*, *Nkx1-2*, *Msx1*, and *Evx1 *and downregulation of *Tcfec *and *Rfx4*.

**Figure 1:**
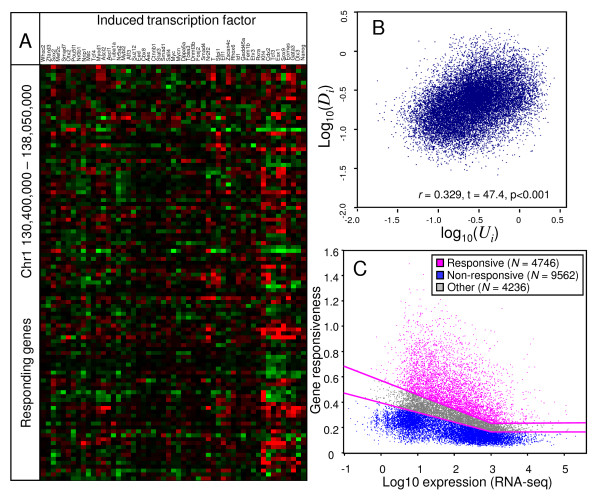
**TF-responsiveness of genes in ES cells**. (A) A heatmap of gene response to the induction of 50 transcription factors and 3 other genes in ES cells; responding genes are plotted in the order of their genome locations in chr1:130,400,000-138,050,000, as listed in Additional File 2. (B) Correlation between log-transformed TF-responsiveness of genes for upregulation and downregulation. (C) TF responsiveness plotted against log-expression of genes estimated from published RNA-seq data [19]; groups of responsive, non-responsive, and borderline genes are shown by color.

To analyze the tissue specificity of gene expression, we used two datasets of expression profiles. First, the "NIA Differentiated cells/tissues" set includes expression profiles of 15 mouse adult organs and tissues (new data: GEO accession number GSE19806), as well as published data on gene expression in trophectoderm stem (TS) cells, neural stem (NS) cells, placenta, several lines of fibroblasts, and newborn mice [10,14]. The "NIA Differentiated cells/tissues" microarray data were newly generated for this work and submitted to the public database (GEO accession number GSE19806). Second, the "GNF Mouse tissues" set includes expression profiles of 51 tissues from the mouse Gene Atlas V2 [15] after excluding expression profiles of oocytes, early embryos, and gonads, as they may include undifferentiated cells.

We also used TF binding data, which was inferred from published ChIP-seq data [9,16,17] as well as data on whole-genome chromatin modifications for H3K4me3, H3K27me3, H3K36me3 [7], and H3K9me3 [18]. Relative expression of genes in ES cells was estimated using RNA-seq data [19] and transcript coordinates from the NIA Mouse Gene Index [20]. See the Methods section for further detail.

### Estimating the TF-responsiveness

Indicators of TF-responsiveness (*U*_*i*_, *D*_*i *_and *B*_*i*_) were estimated for 18,544 non-redundant genes based on the "NIA ES bank, 53 genes" data set (Additional Files 2, 3). Although the microarray platform we used represented 25,030 non-redundant genes, we analyzed only those genes (*N *= 18,544) whose expression was determined with sufficient accuracy and whose transcription start sites (TSS) were known (see Methods for further detail). TF-responsiveness for upregulation (*U*_*i*_) and downregulation (*D*_*i*_) are positively correlated (*r *= 0.329 in the log-scale), which indicates that genes upregulated by overexpression of some TFs tend to be downregulated by overexpression of other TFs (Figure 1B). A heatmap also showed that many genes that were strongly upregulated following one perturbation were also strongly downregulated by another kind of perturbation (Figure 1A). The positive correlation between *U*_*i *_and *D*_*i *_was the basis for considering TF-responsiveness as a general dynamic state of a gene that can be applied to both upregulation and downregulation of its expression. To check if measurements of TF-responsiveness were reproducible, we analyzed an independent data set "NIA Other Perturbations." 

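The inhibitor arrays supply 3 of the 9 comparisons from which the paper computed responsiveness in its second data set, and their values in Additional File 4 equal the processed values the authors deposited for these arrays, with a largest difference of 0 over the first 1689 of its 18544 rows. In these rows, 1014 of the 3297 extremes above 0 that the paper lists as Ui or Di, or 30.8%, equal the log-ratio of an inhibitor within 0.0001. The share was 25.9% for genes whose Cy3 signal was well above background on all 4 arrays and 53.1% for the others.

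Of the rows held, 1115 genes are listed in Additional File 3 as well, of which the first 1994 of 18544 rows were used. Over these genes, Pearson's r between the paper's log10 Bi of both tables was 0.597, with a bootstrap SD over genes of 0.0197. When Bi was computed from the paper's log-ratios of the 6 comparisons without inhibitors, r was 0.380, and from the 3 inhibitor comparisons alone it was 0.587. Among the 923 genes with Cy3 well above background on all 4 arrays, the values were 0.588 for all 9 comparisons, 0.464 without inhibitors and 0.555 for inhibitors alone. Among the remaining 192 genes the order was different, with 0.304 for all 9 comparisons, 0.375 without inhibitors and 0.121 for inhibitors alone. These correlations are across genes, which are not independent replicates.

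Bi was also computed from the background-corrected ratios of the 3 inhibitor arrays and set against Bi of Additional File 3 over the 1994 rows. Its r was 0.112, and it was 0.522 with the Feature Extraction processed signals. This contrast went with the level of Cy3 signal. When the mean of 20 groups of genes of similar Cy3 signal was taken out on both sides, r was 0.366 and 0.349. Without that step, r from the background-corrected ratios was 0.279 among the 1384 genes with Cy3 well above background on all 4 arrays. The paper reasons from another value, the correlation of Bi between its full data sets with all 9 comparisons, and takes it as a sign of reproducibility across types of perturbation.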

Estimates of TF-responsiveness, *B*_*i*_, from both data sets showed strong correlation (*r *= 0.614, in the log-scale), indicating a high level of reproducibility and independence from the perturbation type (Additional Files 4, 5).

As the spectrum for TF-responsiveness of genes was continuous, we split all the genes examined for expression profiling into three parts: responsive (top 25% of genes), borderline, and non-responsive (bottom 50% of genes) genes (Figure 1C). Because genes with low expression generally had higher levels of TF-responsiveness than highly-expressed genes, we used floating thresholds to separate these groups of genes (Figure 1C) (see details in Methods). All responsive genes had statistically significant responses to manipulation of TFs, based on ANOVA (FDR < 0.05). Further analysis is focused on the comparison of two extreme groups of genes: responsive (*N *= 4746) and non-responsive (*N *= 9562).

Because there is a possibility that genes with high expression show weak response to perturbations simply due to saturation or miscalibration of microarray signals, we tested the sensitivity of the microarray by serial dilution of mRNA [14]. Our results showed that saturation was detected only in 0.2% of genes, and microarray signals were well-calibrated in the full dynamic range of gene expression levels. The difference in TF-responsiveness among genes cannot be attributed to differential mRNA stability because groups of responsive and non-responsive genes had similar distributions of mRNA decay rates (Additional File 6). Data on mRNA degradation was taken from our database (http://lgsun.grc.nia.nih.gov/mRNA) [14]. The mean mRNA decay rate of responsive genes (0.1307 hr^-1^) was only 15.4% higher than that of non-responsive genes (0.1133 hr^-1^); this difference is too small to explain a 3-fold gap between averages of TF-responsiveness in these groups of genes (0.5224 vs. 0.1745).

### Functional annotation of responsive and non-responsive genes

To characterize responsive and non-responsive genes, we first analyzed their possible functions by examining Gene Ontology (GO) classifications. Overrepresented GO terms for responsive genes included various kinds of regulatory functions (e.g. "organ development", "transcription factor", "nervous system development", and "cell motility") (Table 1). The full list of overrepresented GO terms with statistical analysis can be found in Additional File 7. By contrast, overrepresented GO terms for non-responsive genes included various kinds of housekeeping functions (e.g. "protein transport", "RNA processing", "translation", "cell cycle phase", and "DNA repair"). It is well known that housekeeping genes have stable expression levels in various kinds of cells and tissues [8,21], but our data shows that housekeeping genes are also somehow shielded from a wide variety of artificial disturbances. This finding indicates that genes with regulatory and housekeeping functions have clearly different dynamic states.

**Table 1:** Gene Ontology (GO) categories over-represented in groups of responsive and non-responsive genes

Group of genes	GO id	GO name	N genes	p-value	Enrichment ratio
Responsive genes with CpG islands	GO:0048513	Organ development	543	0	2.233
	GO:0003700	Transcription factor	323	0	2.198
	GO:0007399	Nervous system devel.	268	0	2.351
	GO:0007155	Cell adhesion	211	0	2.032
	GO:0006928	Cell motility	134	6.6027E-12	2.095
	GO:0009888	Tissue development	125	1.0458E-13	2.322
	GO:0031012	Extracellular matrix	115	3.245E-11	2.175
	GO:0001568	Blood vessel devel.	107	0	3.313
	GO:0007507	Heart development	85	2.8866E-15	3.122
	GO:0016055	Wnt receptor signaling	60	1.1637E-10	3.008

Non-responsive genes with CpG islands	GO:0015031	Protein transport	370	0	2.147
	GO:0006396	RNA processing	236	0	3.403
	GO:0006412	Translation	228	0	3.154
	GO:0044429	Mitochondrial part	206	4.4409E-16	2.475
	GO:0022403	Cell cycle phase	161	4.5759E-10	2.141
	GO:0016887	ATPase activity	158	1.3717E-10	2.278
	GO:0008380	RNA splicing	133	0	5.358
	GO:0006281	DNA repair	124	1.6187E-13	3.088
	GO:0006260	DNA replication	92	1.5896E-09	2.864
	GO:0006457	Protein folding	78	6.4245E-07	2.484

### TF-responsiveness of genes in ES cells is correlated with tissue-specific expression upon cell differentiation

Because non-responsiveness appeared to be associated with housekeeping functions, we decided to check if, on the contrary, genes that are responsive in ES cells are associated with tissue-specific functions in differentiated cells. We used two datasets on murine gene expression: "NIA Differentiated cells/tissues" and "GNF Mouse tissues" (Additional Files 8, 9). The degree of tissue specificity of genes was quantified by the information measure, which is based on Shannon's entropy [21]. We found that the information measure increased with increasing TF-responsiveness of genes in ES cells (Figure 2A, B). The results were consistent among two databases, but the relationship between TF-responsiveness and tissue specificity was stronger in the NIA database. The results thus indicate that responsive genes in undifferentiated ES cells tend to become tissue-specific upon differentiation.

**Figure 2:**
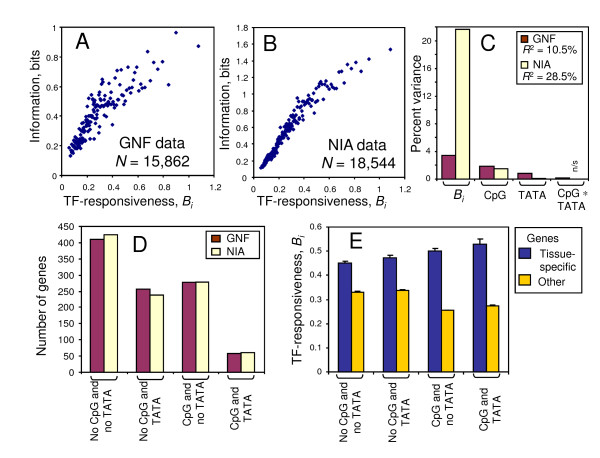
**Association of TF-responsiveness in ES cells with tissue-specificity**. (A, B) Scatterplot of average tissue-specificity measured by the information of mRNA abundance in: GNF and NIA databases, respectively, versus TF-responsiveness (*B*_*i*_); each dot represents the average for 100 genes with similar TF-responsiveness. (C) Percent unique variance of tissue-specificity (information) explained by TF-responsiveness (*B*_*i*_), presence of CpG island (CpG), presence of TATA box, and interaction of the two later factors (CpG*TATA), based on multi-variate linear regression; "n/s" = non-significant, otherwise it is significant (*p *< 0.05). (D) Fraction of the top 1000 tissue-specific genes that fall into four categories based on the presence of a CpG island (CpG) and TATA box. (E) Comparison of TF-responsiveness in tissue-specific genes from the GNF database (same as D) and in other genes, all differences are significant (*p *< 0.05).

It is conceivable, however, that the association of TF-responsiveness with tissue-specificity may have resulted from a non-random selection of TFs used in our perturbation experiments. To address this issue, we repeated the analysis after dividing the data to 3 functional subsets of TFs according to their expression in ES cells and differentiated organs and cells, as well as information measure of tissue specificity: (1) ES cell-specific (*Dnmt3b, Eed, Gadd45a, Id1, Klf4, Mybl2, Mycn, Nanog, Nr0b1, Nr5a2, Pou5f1, Sall4, Sox2, Tcea3, Whsc2, and Zscan4c*), (2) tissue-specific (*Ascl1, Ascl2, Cdx2, Dlx3, Eomes, Esx1, Gata3, Mef2c, Msc, Myod1, Otx2, Rhox6, Sfpi1, Sox9, and T*), and (3) widely expressed (*Aes, Atf3, Cbx8, Ctnnb1, Elf1, Etv3, Foxj2, Myc, Nr2f2, Nrip1, Rxra, Smad1, Smad4, Smad7, Stat3, Suz12, Tcf3, Tcf4, and Zfand3*). These subsets of induced TFs yielded highly correlated values of TF-responsiveness (*r *> 0.7) (Additional File 10, A-C), which were strongly associated with tissue specificity of responding genes for all subsets of manipulated TFs (Additional File 10, D-F). Thus, the association between TF-responsiveness with tissue-specificity is stable and does not seem to be related to the function of manipulated TFs.

It has been reported that tissue-specific genes tend to have a TATA box but no CpG islands [1,21]. Thus, we used linear regression to assess the effect of these factors, together with TF-responsiveness of genes in ES cells, on the degree of tissue-specificity. In both databases (GNF and NIA), the TF-responsiveness of genes in ES cells was the best predictor of tissue specificity (Figure 2C, Additional File 11). Considering that 67.5% of responsive genes have CpG islands, the correlation between TF-responsiveness and tissue-specificity may seem contradictory to the notion that tissue-specific genes have no CpG islands. This prompted us to further examine the characteristics of the top 1,000 tissue-specific genes selected on the basis of the highest information measure. We found that more than a third (33.4-34.1%) of these tissue-specific genes had CpG islands (Figure 2D). This is consistent with another observation that 24% of brain-specific promoters have CpG islands, although the proportion of tissue-specific promoters with CpG islands in other tissues is lower (9 - 14%) [22]. Our data showed that tissue-specific genes with CpG islands had higher TF-responsiveness in undifferentiated ES cells than non-tissue-specific genes with CpG islands (Figure 2E), indicating their special dynamic status. TATA box is over-represented among tissue-specific genes (30.1-31.4%) compared to other genes (15.1%), but it has only a weak association with TF-responsiveness of genes with CpG islands (Figure 3B).

**Figure 3:**
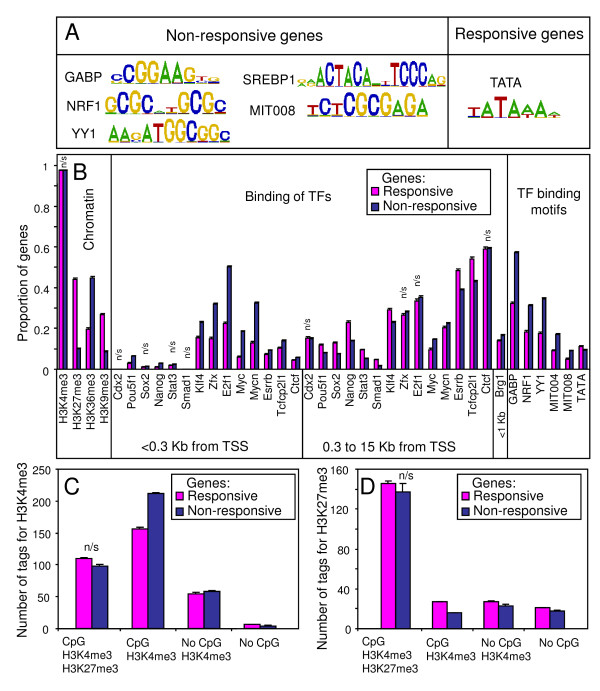
**Chromatin modifications, binding of transcription factors, and binding motifs in promoters of responsive and non-responsive genes**. (A) DNA binding motifs over-represented in the promoters (<200 bp from TSS) of non-responsive and responsive genes with CpG islands; (B) Comparison of chromatin modifications [7,18], binding of transcription factors [9,16,17], and binding motifs among responsive and non-responsive genes with CpG islands; "n/s" = non-significant, otherwise it is significant (*p *< 0.05); (C) Average strength of H3K4 tri-methylation measured by the number of ChIP-seq tags within 1 Kb from TSS of responsive and non-responsive genes, "n/s" = non-significant; (D) Average strength of H3K27 tri-methylation measured by the number of ChIP-seq tags within 3 Kb from TSS of responsive and non-responsive genes, "n/s" = non-significant. Numerical data for (C) and (D) is in Additional File 14.

### TF-responsiveness of genes in ES cells is correlated with histone modifications and binding of TFs

To examine the relationship between TF-responsiveness of genes and their known features, we analyzed available data on chromatin modifications and binding of various TFs to gene promoters in ES cells. First, we searched for possible overrepresented sequence motifs (defined *de novo*) in promoters of non-responsive and responsive genes using CisFinder [23] and identified GABP, NRF1, YY1, SREBP1, and MIT008 motifs for non-responsive genes (Figure 3A). Motif SREBP1 was described by [24] and MIT008 was over-represented in mammalian promoters [25], although the TF that binds to this motif remains unknown. The TATA box was over-represented in promoters of responsive genes with CpG islands. Next, we estimated the proportion of genes that carried specific histone modifications, binding of TFs based on published ChIP-seq data [7,16,18], and putative TF-binding motifs identified above. The most striking differences between non-responsive and responsive genes were observed for genes with CpG islands: responsive genes tended to bear the H3K27me3 and H3K9me3 chromatin marks, whereas non-responsive genes tended to have a H3K36me3 chromatin mark, binding of E2F1, ZFX, MYC, and MYCN within 300 bp from TSS, and binding motifs of GABP, NRF1, and YY1 in promoters (Figure 3B, Additional File 12). Among genes with no CpG islands, responsive genes were enriched in H3K4me3 chromatin marks and binding of several TFs to distal portions of promoters; however the effects of these factors were much weaker than for genes with CpG islands (Additional Files 12, 13).

In addition to qualitative categories of histone methylation, we examined quantitative "strength" of methylation as represented by the number of ChIP-seq tags within 1 Kb distance from TSS for H3K4me3 and 3 Kb distance from TSS for H3K27me3 based on data from [7]. Among genes with CpG islands, H3K4me3 chromatin, and no qualitatively-assigned H3K27me3 peaks, responsive genes had weaker H3K4 tri-methylation levels and stronger residual H3K27 tri-methylation levels than non-responsive genes (Figure 3C, D; Additional File 14).

To further analyze the effect of major factors on the TF-responsiveness of genes, we used linear regression analysis, as this method helps distinguish true functional relations between cell characteristics from mere correlations [14]. Regression analysis of TF-responsiveness measured by the index *B*_*i *_(eq1) for the top 10 qualitative factors and 2 quantitative factors (histone methylation strength) identified from the comparison of responsive and non-responsive genes revealed that a large proportion of the variation in TF-responsiveness of genes with CpG islands could be attributed to chromatin modifications, binding of TFs, and the presence of TF binding motifs (*R*^2 ^= 37.51%) (Figure 4A, Additional File 15). Especially, the presence of H3K27me3 and H3K36me3 chromatin marks and the strength of H3K4 and H3K27 tri-methylation had a major unique contribution to the level of TF-responsiveness of genes. Binding of E2F1 and the presence of GABP binding motif also had a strong effect. By contrast, regression analysis of genes without CpG islands showed a weak dependency between TF-responsiveness and 10 top factors (*R*^2 ^= 2.22%) (Figure 4B, Additional File 15).

**Figure 4:**
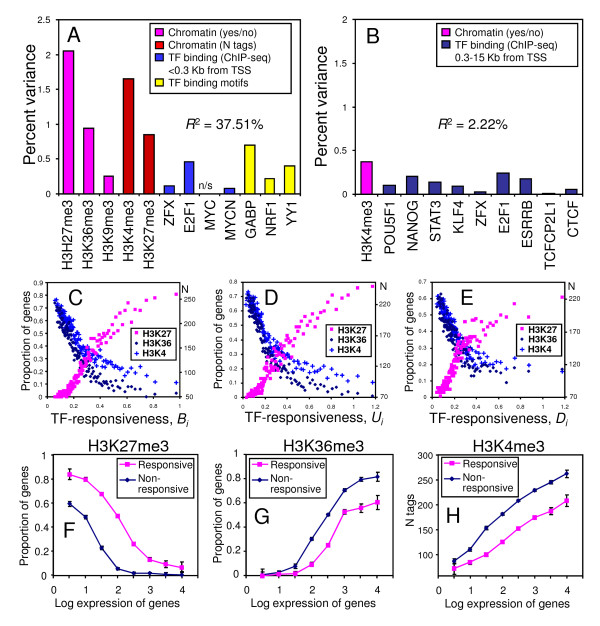
**Analysis of multiple factors associated with TF-responsiveness**. (A, B) Percent unique variance of TF-responsiveness (*B*_*i*_) explained by various factors based on multi-variate linear regression in the group of genes with CpG islands (A) and with no CpG islands (B); "n/s" = non-significant. (C, D, and E) Relationship between TF-responsiveness (*B*_*i*_, *U*_*i*_, and *D*_*i*_, respectively) among genes with CpG islands and the proportion of genes with H3K27me3 and H3K36me3 chromatin marks (scale on left side), and strength of H3K4 tri-methylation (number of ChIP-seq tags, scale on right side), estimated in groups of 100 genes with similar TF-responsiveness. (F, G, and H) Proportion of genes with H3K27me3 (F) and H3K36me3 (G) chromatin modifications, and strength of H3K4 tri-methylation (H) among responsive and non-responsive genes with CpG islands grouped by the level of their expression in ES cells; gene expression is estimated from RNA-seq data [19].

The strongest association of H3K27me3, H3K36me3, and H4K4me3 chromatin marks with the TF-responsiveness of genes with CpG islands prompted us to examine this relationship in greater detail. The proportion of genes with H3K27me3 marks, measured in groups of 100 genes with a similar level of TF-responsiveness, increased with increasing TF-responsiveness (*Bi*), whereas the proportion of genes with H3K36me3 marks and the strength of H3K4 tri-methylation decreased with increasing TF-responsiveness (*Bi*) (Figure 4C). This relationship remained the same even if TF-responsiveness of genes was measured by *Ui *or *Di *(Figure 4D,E), indicating that the association is not specific to either upregulated or downregulated genes. Similar relationships with chromatin marks were observed if responsiveness of genes was measured using the alternative data set "NIA Other Perturbations" (Additional File 16). Presence of the H3K27me3 chromatin marks among genes that were upregulated during differentiation of ES cells is consistent with the previous finding that these genes are silent in ES cells but poised for activation [7]. However, as this chromatin mark was also overrepresented among downregulated genes (Figure 4E), many genes with H3K27me3 marks were not fully suppressed in ES cells and were poised for both upregulation and downregulation. Strong downregulation of 5 genes with H3K27me3 chromatin marks, selected on the basis of microarray data, was previously confirmed by PCR [9]. Similarly, the presence of the H3K36me3 chromatin marks and strong tri-methylation of H3K4 among genes that were not upregulated following the induction of TFs is consistent with the notion that these genes are already active and thus cannot be activated further [7]. However, this reasoning does not seem to explain why genes with H3K36me3 chromatin and strong tri-methylation of H3K4 had low TF-responsiveness for downregulation (Figure 4D).

Because the association of H3K27me3, H3K36me3, and H3K4me3 chromatin marks with TF-responsiveness of genes can also be mediated by their effects on expression level, we analyzed the relationship between TF-responsiveness and chromatin status within groups of genes with similar expression levels. For simplicity, we limited the analysis to genes with CpG islands because they had a strong correlation between TF-responsiveness and chromatin status. The analysis revealed that the proportion of genes with H3K27me3 histone marks was consistently higher among responsive genes than among non-responsive genes with the same expression level (Figure 4F). By contrast, the proportion of genes with the H3K36me3 histone mark as well as the strength of H3K4 tri-methylation was lower among responsive genes than among non-responsive genes with the same expression level, except genes with very low expression, which had no H3K36me3 histone marks at all (Figure 4G,H). Taken together, the data indicate that association of H3K27me3, H3K36me3, and H3K4me3 chromatin marks with TF-responsiveness of genes is a novel dynamic feature of chromatin modifications and is not reduced to epigenetic control of stable gene expression levels.

## Discussion

This study provides the assessment of the dynamic status of mammalian genes in ES cells by the analysis of their TF-responsiveness to manipulation of 50 TFs and 3 other genes. Comparison with an independent data set shows that measurements of TF-responsiveness are reproducible. The group of responsive genes, which are readily upregulated or downregulated depending on the kind of perturbation, appears to be enriched in regulatory functions. The group of non-responsive genes with steady expression levels unchanged after various perturbations is enriched in housekeeping functions. Responsive genes in ES cells tend to become tissue-specific upon terminal differentiation. The TF-responsiveness of genes in ES cells appears to be the best predictor of tissue-specificity, which can be used in combination with other predictors (e.g., TATA box and CpG islands). Tissue-specific genes are enriched not only in the group of genes with a TATA box and no CpG island, as was found before [21], but also among genes with CpG islands that have high TF-responsiveness in ES cells. This is consistent with the previous estimate that 40% of genes with CpG islands show tissue restricted expression [26-28].

TF-responsiveness of genes with CpG islands has a strong association with chromatin modifications and binding of certain TFs to promoters. The proportion of genes with H3K27me3 chromatin marks increases, whereas the proportion of genes with H3K36me3 chromatin marks as well as the strength of H3K4 tri-methylation decreases with increasing TF-responsiveness of genes. It is well known that H3K27me3 marks suppress gene expression, and H3K36me3 marks are indicators of genes with high expression [7,29]. However, our finding shows that in addition to the effect on gene expression level, these chromatin modifications are associated with the TF-responsiveness of genes. Furthermore, we found that binding of several TFs (E2F1, ZFX, and MYCN) and the presence of TF binding motifs (NRF1, GABP, and YY1) in proximal regulatory regions are associated with low TF-responsiveness. Because these factors correlate negatively with the H3K27me3 chromatin mark [29], it is possible that they can control the type of chromatin modification (i.e., facilitate H3K36me3 and inhibit H3K27me3), and in this way indirectly reduce the TF-responsiveness of genes. However, linear regression shows that these TFs also have a direct negative effect on TF-responsiveness that is not mediated by chromatin modifications in ES cells.

How is gene TF-responsiveness formed and maintained in ES cells? Low TF-responsiveness can be caused by tightly closed chromatin, absence of TF binding sites, or missing cofactors of transcription regulation. Our finding that promoters of many low responsive genes are occupied by E2F1, ZFX, and MYCN, supports another possibility that they have a very stable transcription-initiation complex that occupies the promoter and prevents binding of other TFs. Alternatively, it is conceivable that low TF-responsiveness of genes can be maintained actively via a stabilizing effect of negative feedback: A slight increase of transcription caused by external perturbation could increase the methylation of H3K36 [30], which, in turn, increases deacetylation of histones and decreases the level of expression, closing the negative feedback loop. For example, the Eaf3 protein (subunit of the Rpd3S histone deacetylase complex) in yeast binds to H3K36me3 and H3K36me2, causing deacetylation of histones [31-33]. Although the main function of this effect is to suppress cryptic promoters in the coding region [31], it may also cause some decrease in the rate of normal transcription.

High TF-responsiveness of genes could be explained by the presence of TF binding sites in the promoter, de-condensed chromatin, and the presence of cofactors of transcriptional regulation. However, mechanisms that amplify the stimulating effect of TFs via positive feedback could also be conceived. For example, it is possible to consider H3K27me3 histone modification as a key player, as it is abundant among responsive genes with CpG islands and has the strongest association with TF-responsiveness (Figure 4A). Binding of TFs to promoters marked with H3K27me3 initiates the first round of transcription but subsequently removes the H3K27me3 histone mark because the elongating form of RNA polymerase II is known to associate with UTX demethylase [34]. As the repressive chromatin domain shrinks, the rate of transcription increases, causing further reduction of H3K27me3 marks.

Because this is the first study of dynamic status of gene expression, many questions remain un-answered. It would be interesting to quantify the TF-responsiveness of genes in differentiated cells and check if the same factors are associated with responsive and non-responsive genes. After elucidating the mechanisms of TF-responsiveness, we could create conditions where certain genes would be effectively activated following specific treatments, or maintain stable expression levels in fluctuating environments. Finally, an understanding of dynamic gene expression profiles can help to reconstruct transcription regulatory networks because potential main nodes of this network are limited to the set of responsive genes.

## Conclusions

Responsiveness of gene expression to perturbations is a new way to characterize the dynamic status of genes. Responsive genes mostly have regulatory functions and a tendency to become tissue-specific upon differentiation, whereas non-responsive genes are enriched in housekeeping functions. Responsive genes mostly have H3K27me3 chromatin marks at their promoters, and non-responsive genes are associated with H3K36me3 chromatin, stronger tri-methylation of H3K4, binding of E2F1, and GABP binding motifs in promoters.

## Methods

TF-responsiveness was measured from the published data on the change of gene expression following induced overexpression of 50 TFs and 3 other genes [9]. Expression of a transgene inserted in the ROSA26 locus was induced by doxycycline withdrawal (Dox-), whereas control cells were continuously cultured in a Dox+ condition. The effect of TF manipulation was measured by the logratio of gene expression (Dox-/Dox+) on the 2nd day after induction. We analyzed only those genes whose expression was determined with sufficient accuracy (so that 1.5-fold changes were statistically significant) and whose TSS were known. Thresholds of TF-responsiveness that separate responsive and non-responsive genes (Figure 1C) were estimated as 75-percentile and 50-percentile, respectively, for two groups of genes with log-expression (log10, RNA-seq) from 0.5 to 1.5 and from 2.5 to 3.5; then thresholds were linearly interpolated as a function of gene expression in ES cells.

The following organs from 30-week old male mice of C57BL/6 strain were used for gene expression profiling: brain cortex, cerebellum, eyes, skeletal muscle, heart, bone, liver, kidney, bladder, skin, visceral fat, lung, small intestine, large intestine, and stomach. Mouse husbandry and organ collection were approved by the Institutional Animal Care and Use Committee (ASP# 220-LG-2011). Although comparable data is available from the GNF database [15], the advantage of our data is that we used in-house designed microarrays[35] that represent a large set of genes (*N *= 25030), and probes for many genes are more sensitive compared to arrays used in the GNF database. Mice were euthanized by cervical dislocation. Total RNA was isolated by TRIzol (Invitrogen). Cy3-CTP labeled sample targets were prepared with total RNA by Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Cy5-CTP labeled reference target was produced from mixture of Stratagene Universal Mouse Reference RNA and MC1 cells RNA. Samples were collected in 2 replications taken from different animals.

To characterize the effect of inhibitors, which are known to support the pluripotent state of ES cells [36], we treated B6R(5) mouse ES cells (C57BL/6 strain) with FGFR inhibitor PD173074 [37] (100 μM), MEK inhibitor PD98059 [38] (25 μM), and GSK-3 inhibitor BIO [39] (2 μM) 24 hr after plating. Cells were grown without feeders on gelatin-coated 6-well plates at 100,000 cells/well (10^4 ^cells/cm^2^) in complete ES medium, which was changed daily. Inhibitors dissolved in DMSO were added 24 hr after plating and cells were harvested 48 hr after treatment (72 hr after plating). Control cells were treated with DMSO. RNA was extracted and processed as described. Gene expression data were analyzed using the NIA Array Analysis [40].

Whole-genome data on chromatin modifications H3K4me3, H3K27me3, and H3K36me3 [7] were re-mapped to the latest mouse genome (mm9, NCBI/NIH) using the UCSC coordinate conversion tool (http://genome.ucsc.edu/cgi-bin/hgLiftOver). Tri-methylation of H3K4 and H3K27 was counted for a gene if methylation peaks identified using hidden Markov models and sliding windows was within 1 Kb from the TSS, whereas tri-methylation of H3K36 was counted along the entire transcript length. Genes with H3K9me3 marks with 5 Kb of TSS were taken from the reference [18]. Strength of H3K4me3 and H3K27me3 methylation was assessed by the number of ChIP-seq tags within 1 and 3 Kb from TSS, respectively, based on the data from the reference [7]. Expression levels were estimated using published RNA-seq data [19] and transcript coordinates from the NIA Mouse Gene Index, assembly mm9 [20], and expressed in log-transformed number of tags per 1 Kb transcript length. The RNA-seq method with random tags is better for comparing expression levels of different genes than microarrays because it does not have biases related to the position of the oligo and its sequence. Obtained gene expression values correlated well with microarray results (*r *= 0.71, Additional File 17). A few genes (*N *= 345) had no RNA-seq tags, possibly because tags may have been assigned to a different gene copy in the genome. The expression of these genes was interpolated from microarray data (i.e., gene expression in Dox+ conditions) using linear regression. To plot the relationship between TF-responsiveness and chromatin status, genes were ordered by increasing TF-responsiveness and split into sequential sets of 100 genes. We then estimated the average TF-responsiveness and the proportion of genes with a specific chromatin modification in each group of 100 genes.

The location of the main TSS for 17,412 non-redundant genes was taken from [7] and was identified using CisView [41] for 4,981 other genes. CpG islands were identified using CpGProD software [42] and attributed to genes if they were located within 1 Kb from the TSS. TF binding motifs over-represented in promoters of responsive and non-responsive genes were identified and annotated using CisFinder [23]. We analyzed genes with and without CpG islands separately, and for each group of genes we analyzed 200-bp regions upstream of the TSS and 200-bp regions downstream of the TSS (4 pairs of comparisons in total). Promoters of all genes (from -500 to +500 bp) were searched for the occurrence of TF binding motifs using CisFinder assuming 5 false positive matches per 10 Kb of random sequence. Thresholds for the matching score were further adjusted to a minimum of 2-fold enrichment of motif abundance either in the group of non-responsive genes or responsive genes. In particular, all motif matches were separated into groups according to their orientation ("+" or "-") and position relative to TSS in 100-bp intervals (i.e., from -500 to -400; from -400 to -300,..., and from 400 to 500). The combination of these two criteria yielded 20 groups of motif matches, which were analyzed separately. If the over-representation ratio of motif matches in a specific group was >2 fold, then all matches were counted in this group. However, if the over-representation ratio was <2 fold, then the matching threshold was increased to achieve the 2-fold enrichment. If the 2-fold enrichment was not achieved after any increase of the threshold, then no matches were counted in that group. Because TATA box has a strictly defined location in the promoter, it was handled separately from other TF binding motifs. TATA box was identified using the degenerative pattern KAWWW starting from 40 to 20 bp upstream of the TSS [41].

## Authors' contributions

AAS carried out the study design and the data analysis, and prepared figures and wrote the manuscript. AN participated in the study design, and carried out the experiments. YP carried out microarray experiments. LSC carried out RNA extraction from mouse organs. TA coordinated and performed mouse organ collection. MT and SM carried out the perturbations of ESCs by inhibitors of the FGFR, MEK, and GSK pathways. MSHK conceived of the study, and participated in its design, data analysis, and coordination, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Data sets used in the study**. Click here for file

Additional file 2 **TF-responsiveness estimated from expression change in ES cells after induction of 50 transcription factors and 3 other genes **[9]. Click here for file

Additional file 3 **Data on chromatin status **[7], **binding of transcription factors **[9,16,17], **and presence of binding motifs in promoters of genes in mouse ES cells**. Click here for file

Additional file 4 **TF-responsiveness estimated from the "NIA Other Perturbations" data set**. Click here for file

Additional file 5 **Comparison of TF-responsiveness estimated from two databases: "NIA ES Bank, 53 genes", and "NIA Other Perturbations"**. Click here for file

Additional file 6 **Frequency distribution of mRNA decay rates (1/hr) **[14]**in groups of responsive and non-responsive genes**. Click here for file

Additional file 7 **Gene Ontology (GO) categories over-represented in groups of responsive and non-responsive genes**. Click here for file

Additional file 8 **Association between TF-responsiveness in ES cells and tissue specificity in the GNF database**. Click here for file

Additional file 9 **Association between TF-responsiveness in ES cells and tissue specificity in the NIA database**. Click here for file

Additional file 10 **Correlation of TF-responsiveness (Bi) estimated using three subsets of TFs: stem cell-specific, tissue-specific, and widely expressed**. (A-C) and their association with tissue-specificity, measured by information on the basis of gene expression in differentiated cells and tissues from NIA database (D-F). Each dot represents the average for 100 genes with similar TF-responsiveness. Click here for file

Additional file 11 **Predicting tissue specificity (information) with regression analysis**. Click here for file

Additional file 12 **Characterization of responsive and non-responsive genes.** Proportion of genes with chromatin modifications, binding of transcription factors (TFs), and TF binding motifs in promoters. Click here for file

Additional file 13 **Comparison of chromatin modifications **[7], **binding of transcription factors **[9,16,17], **and binding motifs among responsive and non-responsive genes with no CpG islands**. "n/s" = non-significant, otherwise significant (p < 0.05). Click here for file

Additional file 14 **Difference between responsive and non-responsive genes in the strength of H3K4 and H3K27 tri-methylation in promoters**. Click here for file

Additional file 15 **Regression analysis of the effect of various factors on the TF-responsiveness of genes**. Click here for file

Additional file 16 **Relationship between TF-responsiveness (Bi) measured from the alternative data set "NIA Other Perturbations" among genes with CpG islands and chromatin status**. Chromatin status is characterized by the proportion of genes with H3K27me3 and H3K36me3 chromatin marks (scale on left side), and strength of H3K4 tri-methylation (number of ChIP-seq tags, scale on right side), estimated in groups of 100 genes with similar TF-responsiveness. Click here for file

Additional file 17 **Correspondence between gene expression in mouse ES cells measured by microarrays **[9]**and RNA-seq methods **[19]. Click here for file

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 5 — Comparison of TF-responsiveness estimated from two databases: "NIA ES Bank, 53 genes", and "NIA Other Perturbations".

## Slide 1
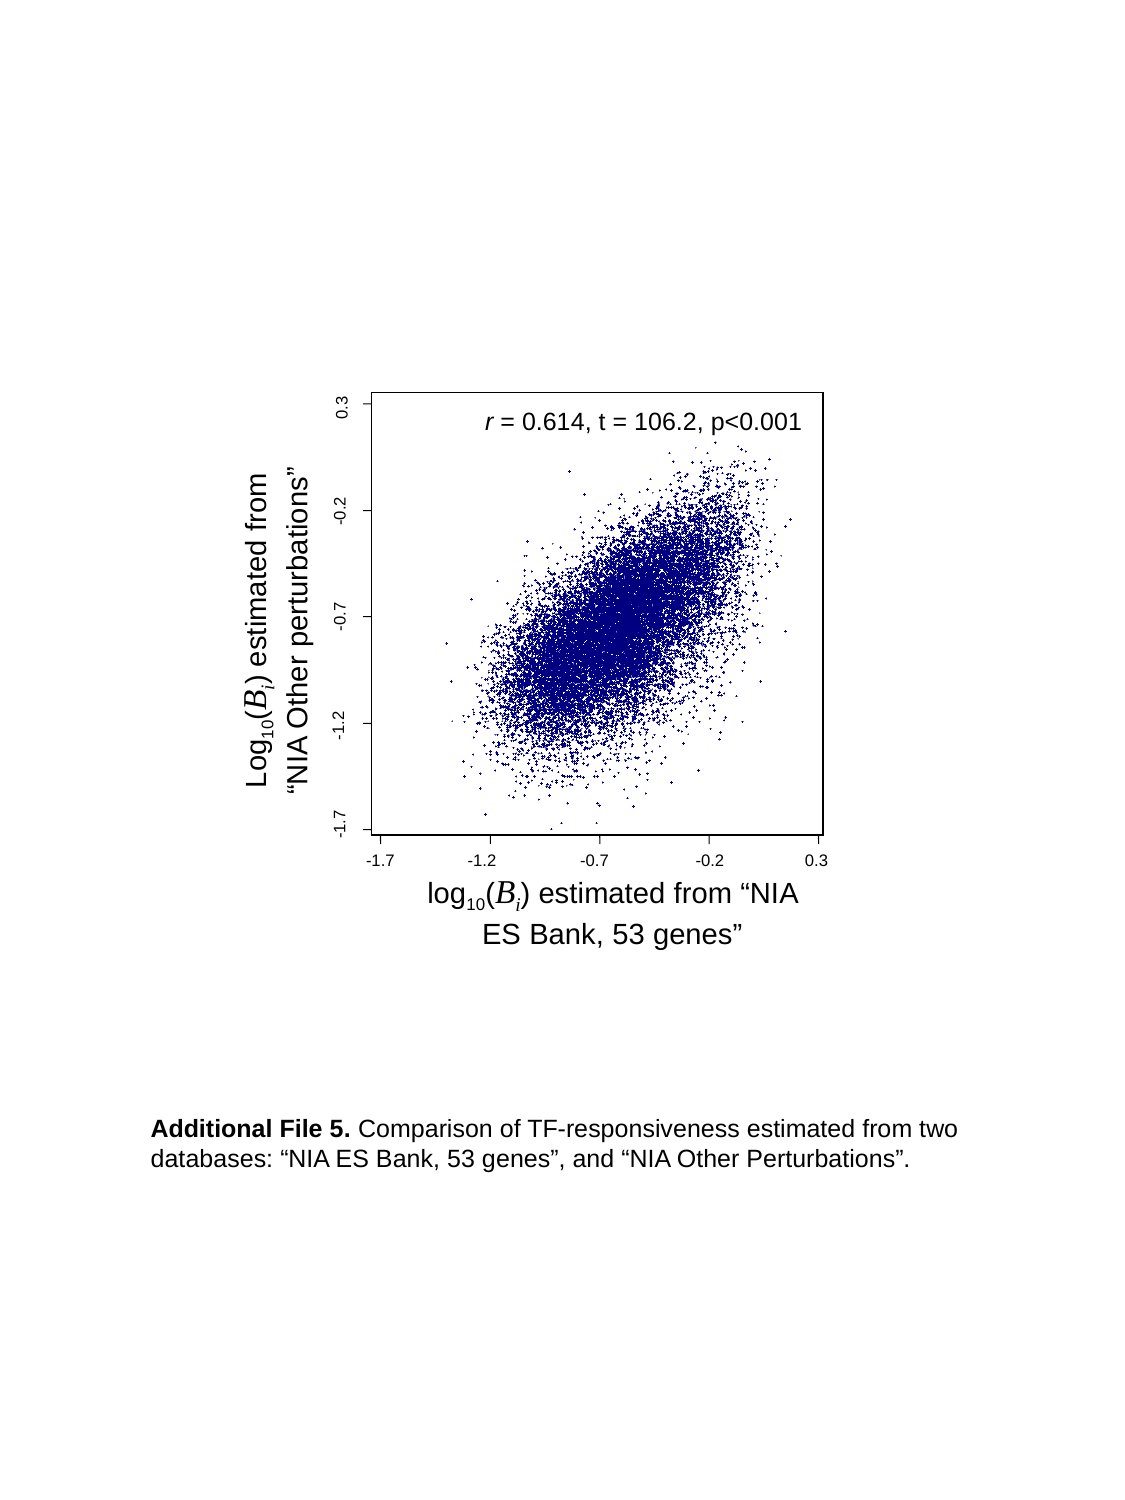

0.3
r = 0.614, t = 106.2, p<0.001
-0.2
Log10(Bi) estimated from “NIA Other perturbations”
-0.7
-1.2
-1.7
-1.7
-1.2
-0.7
-0.2
0.3
log10(Bi) estimated from “NIA ES Bank, 53 genes”
Additional File 5. Comparison of TF-responsiveness estimated from two databases: “NIA ES Bank, 53 genes”, and “NIA Other Perturbations”.

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 6 — Frequency distribution of mRNA decay rates (1/hr) [14]in groups of responsive and non-responsive genes.

## Slide 1
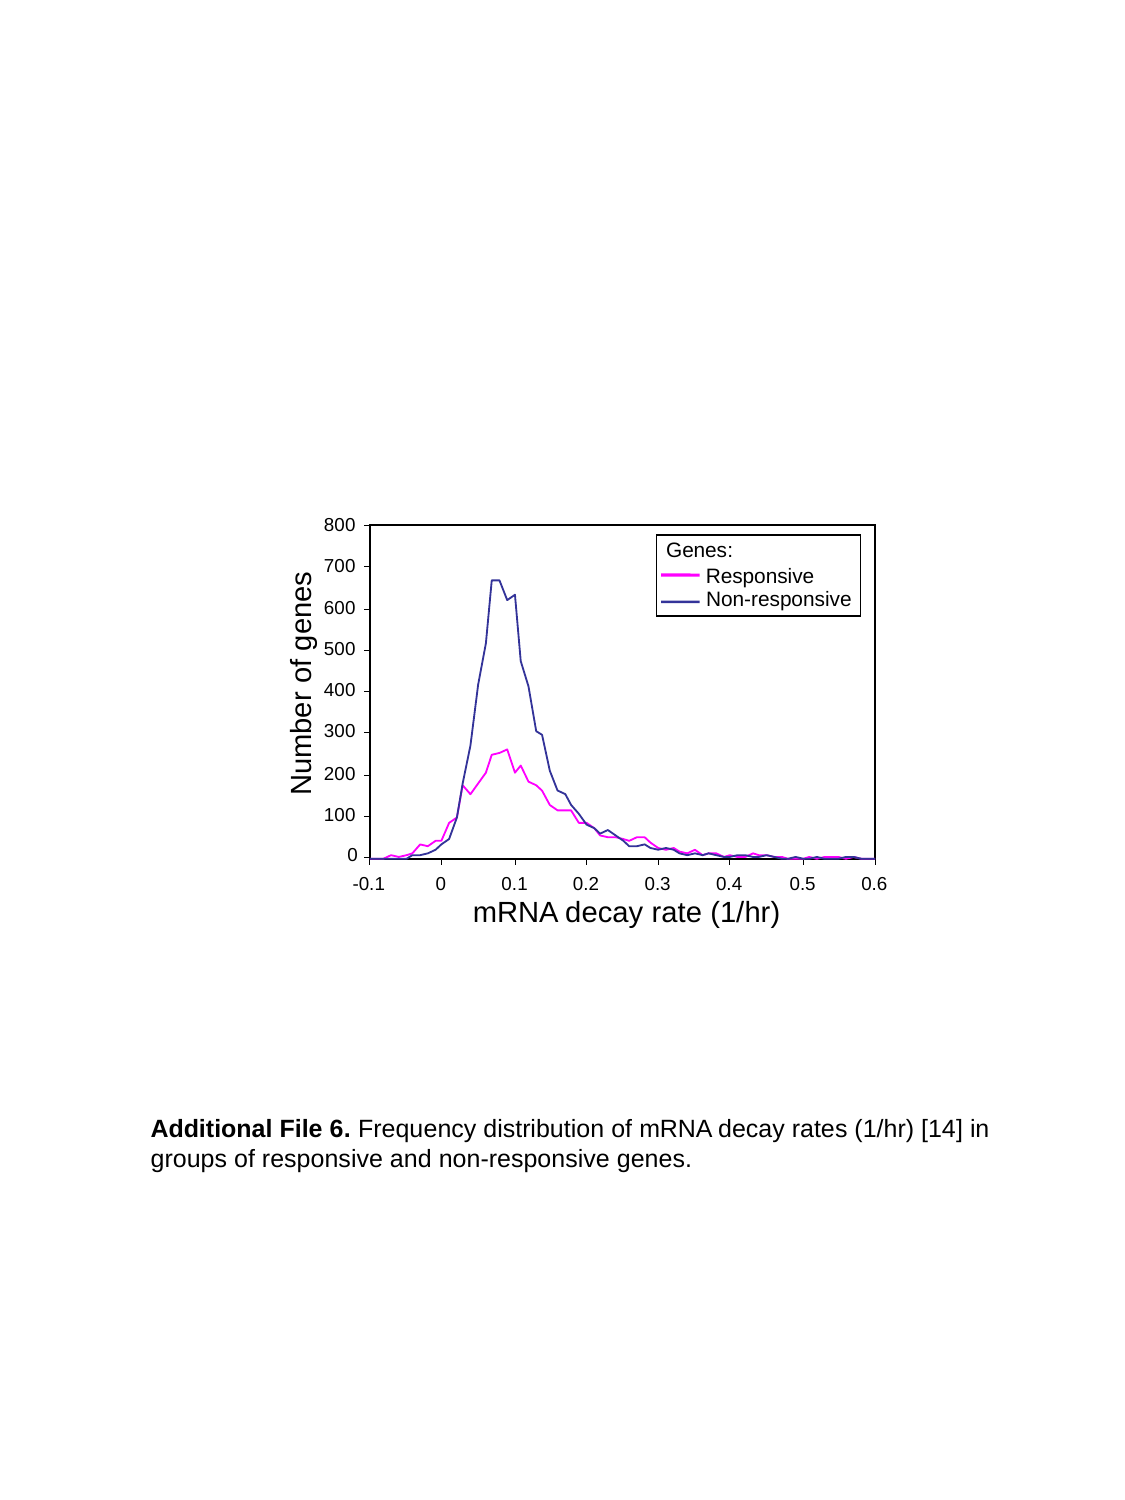

800
Genes:
Responsive
Non-responsive
700
600
500
Number of genes
400
300
200
100
0
-0.1
0
0.1
0.2
0.3
0.4
0.5
0.6
mRNA decay rate (1/hr)
Additional File 6. Frequency distribution of mRNA decay rates (1/hr) [14] in groups of responsive and non-responsive genes.

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 10 — Correlation of TF-responsiveness (Bi) estimated using three subsets of TFs: stem cell-specific, tissue-specific, and widely expressed. (A-C) and their association with tissue-specificity, measured by information on the basis of gene expression in differentiated cells and tissues from NIA database (D-F). Each dot represents the average for 100 genes with similar TF-responsiveness.

## Slide 1
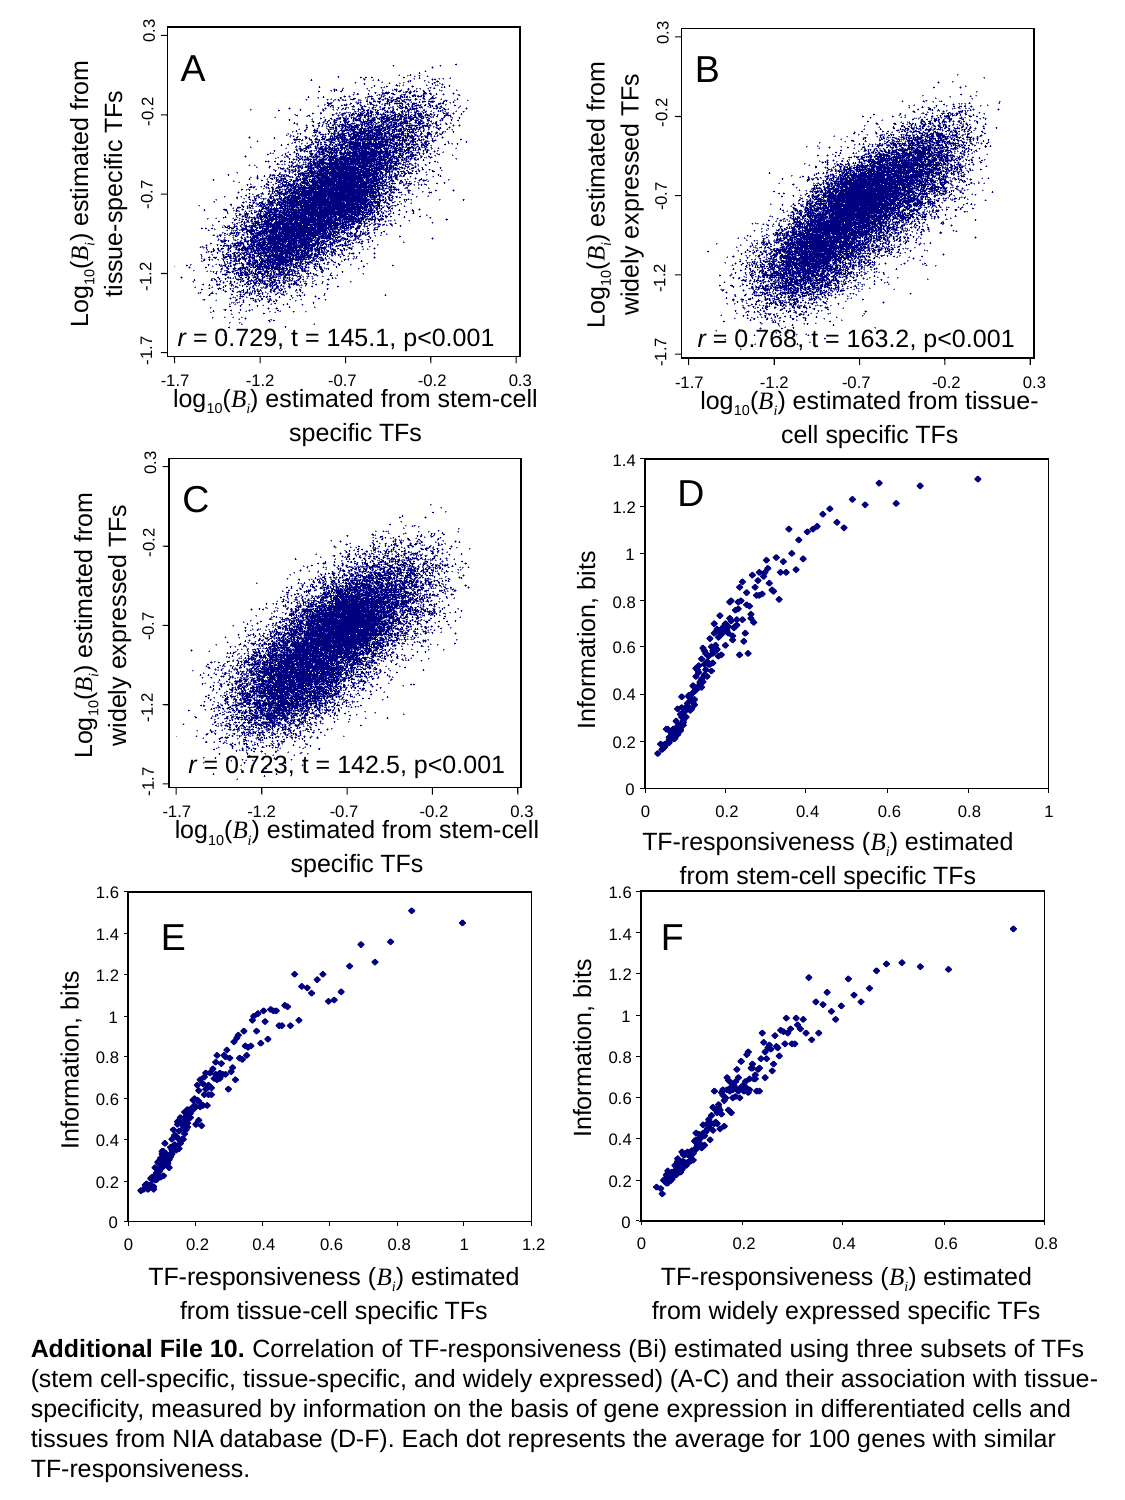

0.3
0.3
A
B
-0.2
-0.2
Log10(Bi) estimated from tissue-specific TFs
Log10(Bi) estimated from widely expressed TFs
-0.7
-0.7
-1.2
-1.2
r = 0.729, t = 145.1, p<0.001
r = 0.768, t = 163.2, p<0.001
-1.7
-1.7
-1.7
-1.2
-0.7
-0.2
0.3
-1.7
-1.2
-0.7
-0.2
0.3
log10(Bi) estimated from stem-cell specific TFs
log10(Bi) estimated from tissue-cell specific TFs
0.3
1.4
1.2
1
0.8
0.6
0.4
0.2
0
0
0.2
0.4
0.6
0.8
1
D
C
-0.2
Log10(Bi) estimated from widely expressed TFs
-0.7
Information, bits
-1.2
r = 0.723, t = 142.5, p<0.001
-1.7
-1.7
-1.2
-0.7
-0.2
0.3
log10(Bi) estimated from stem-cell specific TFs
TF-responsiveness (Bi) estimated from stem-cell specific TFs
1.6
1.4
1.2
1
0.8
0.6
0.4
0.2
0
0
0.2
0.4
0.6
0.8
1.6
1.4
1.2
1
0.8
0.6
0.4
0.2
0
0
0.2
0.4
0.6
0.8
1
1.2
E
F
Information, bits
Information, bits
TF-responsiveness (Bi) estimated from tissue-cell specific TFs
TF-responsiveness (Bi) estimated from widely expressed specific TFs
Additional File 10. Correlation of TF-responsiveness (Bi) estimated using three subsets of TFs (stem cell-specific, tissue-specific, and widely expressed) (A-C) and their association with tissue-specificity, measured by information on the basis of gene expression in differentiated cells and tissues from NIA database (D-F). Each dot represents the average for 100 genes with similar TF-responsiveness.

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 13 — Comparison of chromatin modifications [7], binding of transcription factors [9,16,17], and binding motifs among responsive and non-responsive genes with no CpG islands. "n/s" = non-significant, otherwise significant (p < 0.05).

## Slide 1
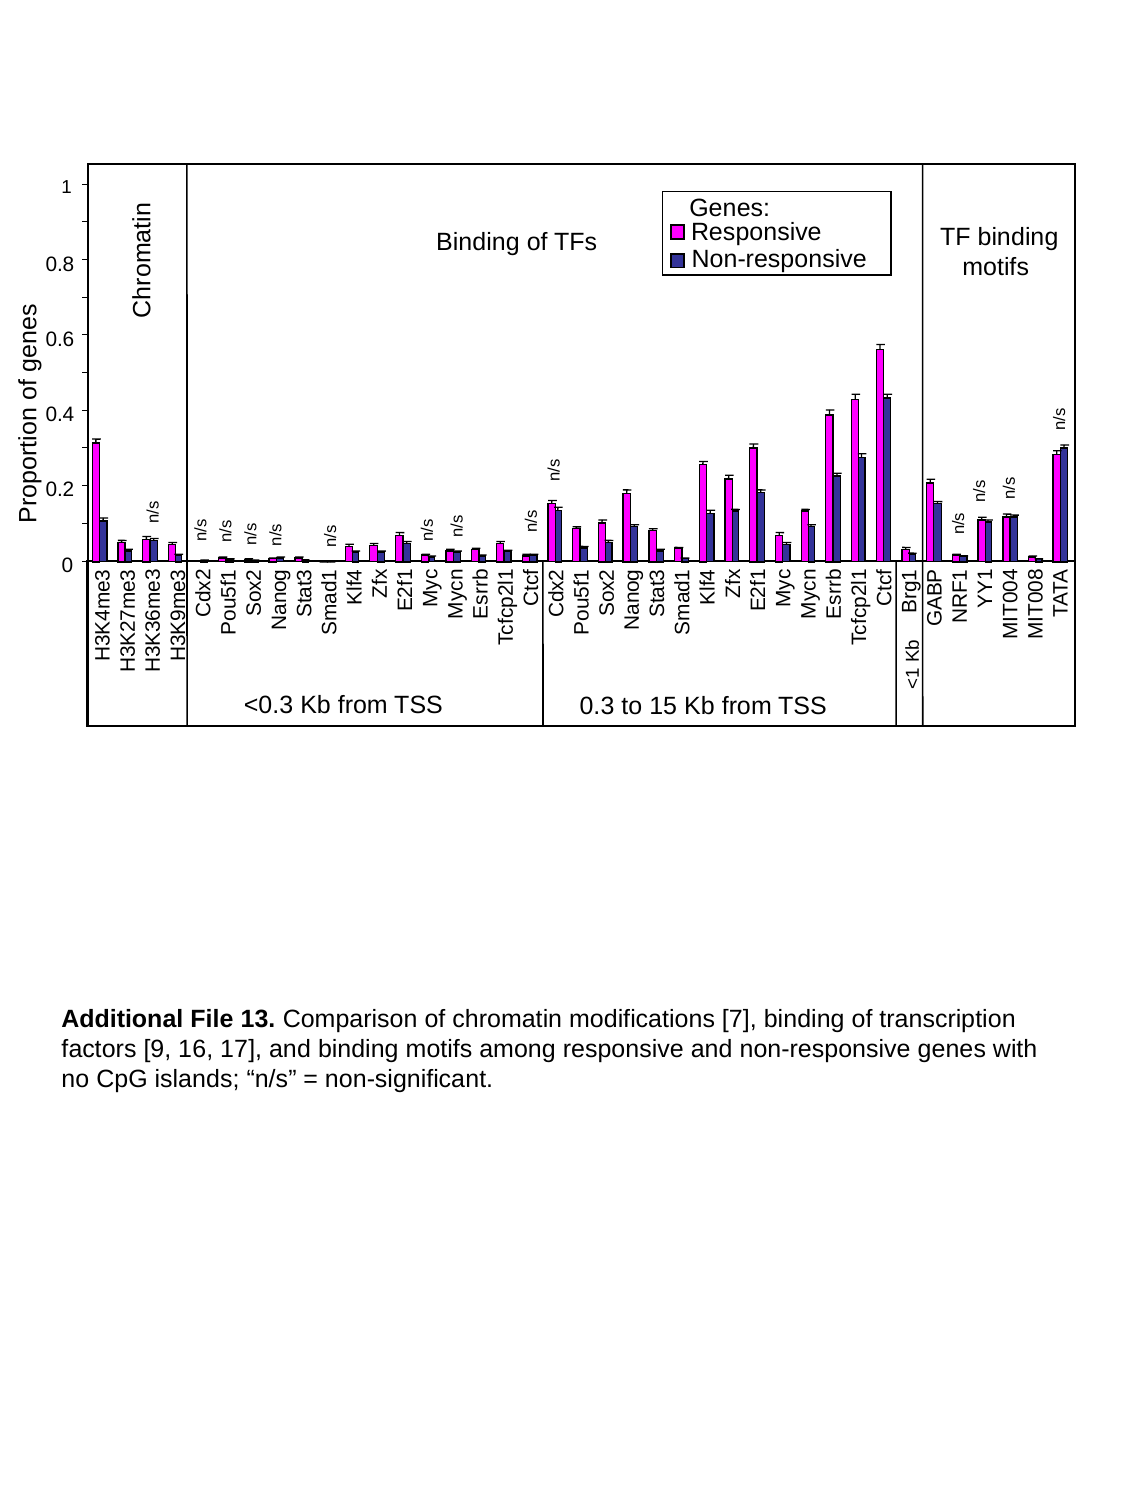

H3K4me3
H3K27me3
H3K36me3
H3K9me3
Cdx2
Pou5f1
Sox2
Nanog
Stat3
Smad1
Klf4
Zfx
E2f1
Myc
Mycn
Esrrb
Tcfcp2l1
Ctcf
Cdx2
Pou5f1
Sox2
Nanog
Stat3
Smad1
Klf4
Zfx
E2f1
Myc
Mycn
Esrrb
Tcfcp2l1
Ctcf
Brg1
GABP
NRF1
YY1
MIT004
MIT008
TATA
1
Genes:
Responsive
Non-responsive
TF binding motifs
Binding of TFs
Chromatin
0.8
0.6
Proportion of genes
0.4
n/s
n/s
n/s
n/s
0.2
n/s
n/s
n/s
n/s
n/s
n/s
n/s
n/s
n/s
n/s
0
<1 Kb
<0.3 Kb from TSS
0.3 to 15 Kb from TSS
Additional File 13. Comparison of chromatin modifications [7], binding of transcription factors [9, 16, 17], and binding motifs among responsive and non-responsive genes with no CpG islands; “n/s” = non-significant.

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 16 — Relationship between TF-responsiveness (Bi) measured from the alternative data set "NIA Other Perturbations" among genes with CpG islands and chromatin status. Chromatin status is characterized by the proportion of genes with H3K27me3 and H3K36me3 chromatin marks (scale on left side), and strength of H3K4 tri-methylation (number of ChIP-seq tags, scale on right side), estimated in groups of 100 genes with similar TF-responsiveness.

## Slide 1
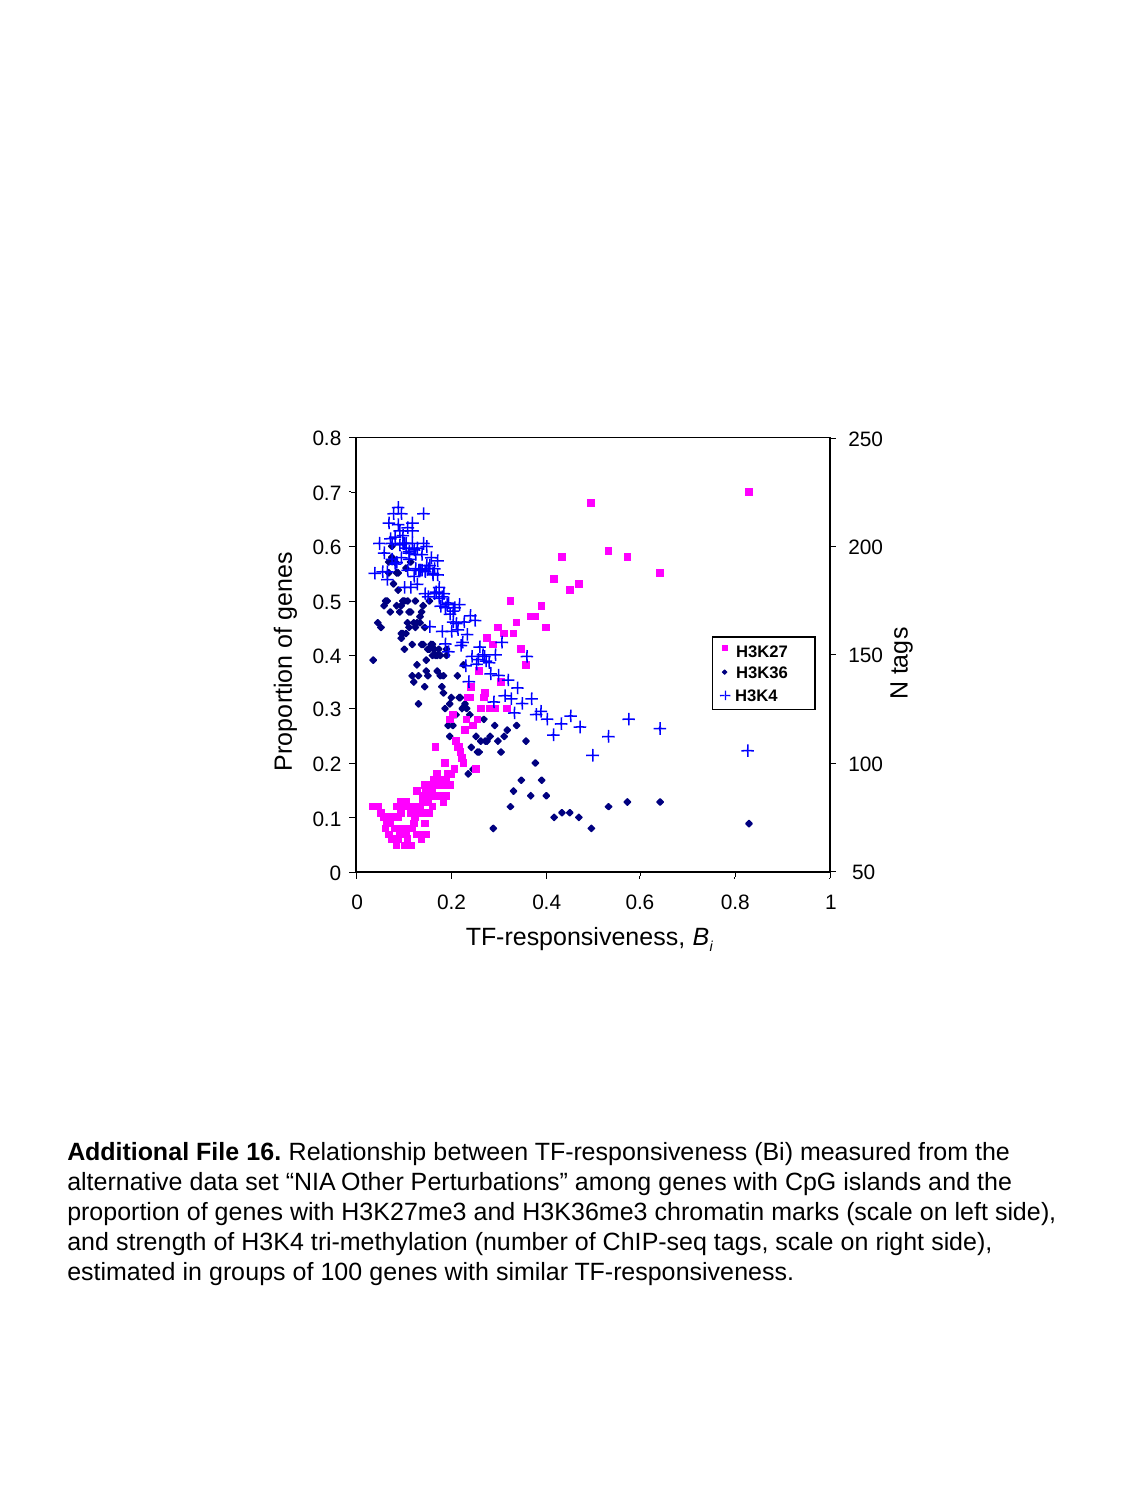

0.8
0.7
0.6
0.5
0.4
0.3
0.2
0.1
0
0
0.2
0.4
0.6
0.8
1
250
200
150
100
50
H3K27
H3K36
H3K4
Proportion of genes
N tags
TF-responsiveness, Bi
Additional File 16. Relationship between TF-responsiveness (Bi) measured from the alternative data set “NIA Other Perturbations” among genes with CpG islands and the proportion of genes with H3K27me3 and H3K36me3 chromatin marks (scale on left side), and strength of H3K4 tri-methylation (number of ChIP-seq tags, scale on right side), estimated in groups of 100 genes with similar TF-responsiveness.

# Supplementary material for: Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity
**Source:** BMC Genomics. 2011 Feb 9;12:102. doi: 10.1186/1471-2164-12-102
**Supplement:** Additional file 17 — Correspondence between gene expression in mouse ES cells measured by microarrays [9]and RNA-seq methods [19].

## Slide 1
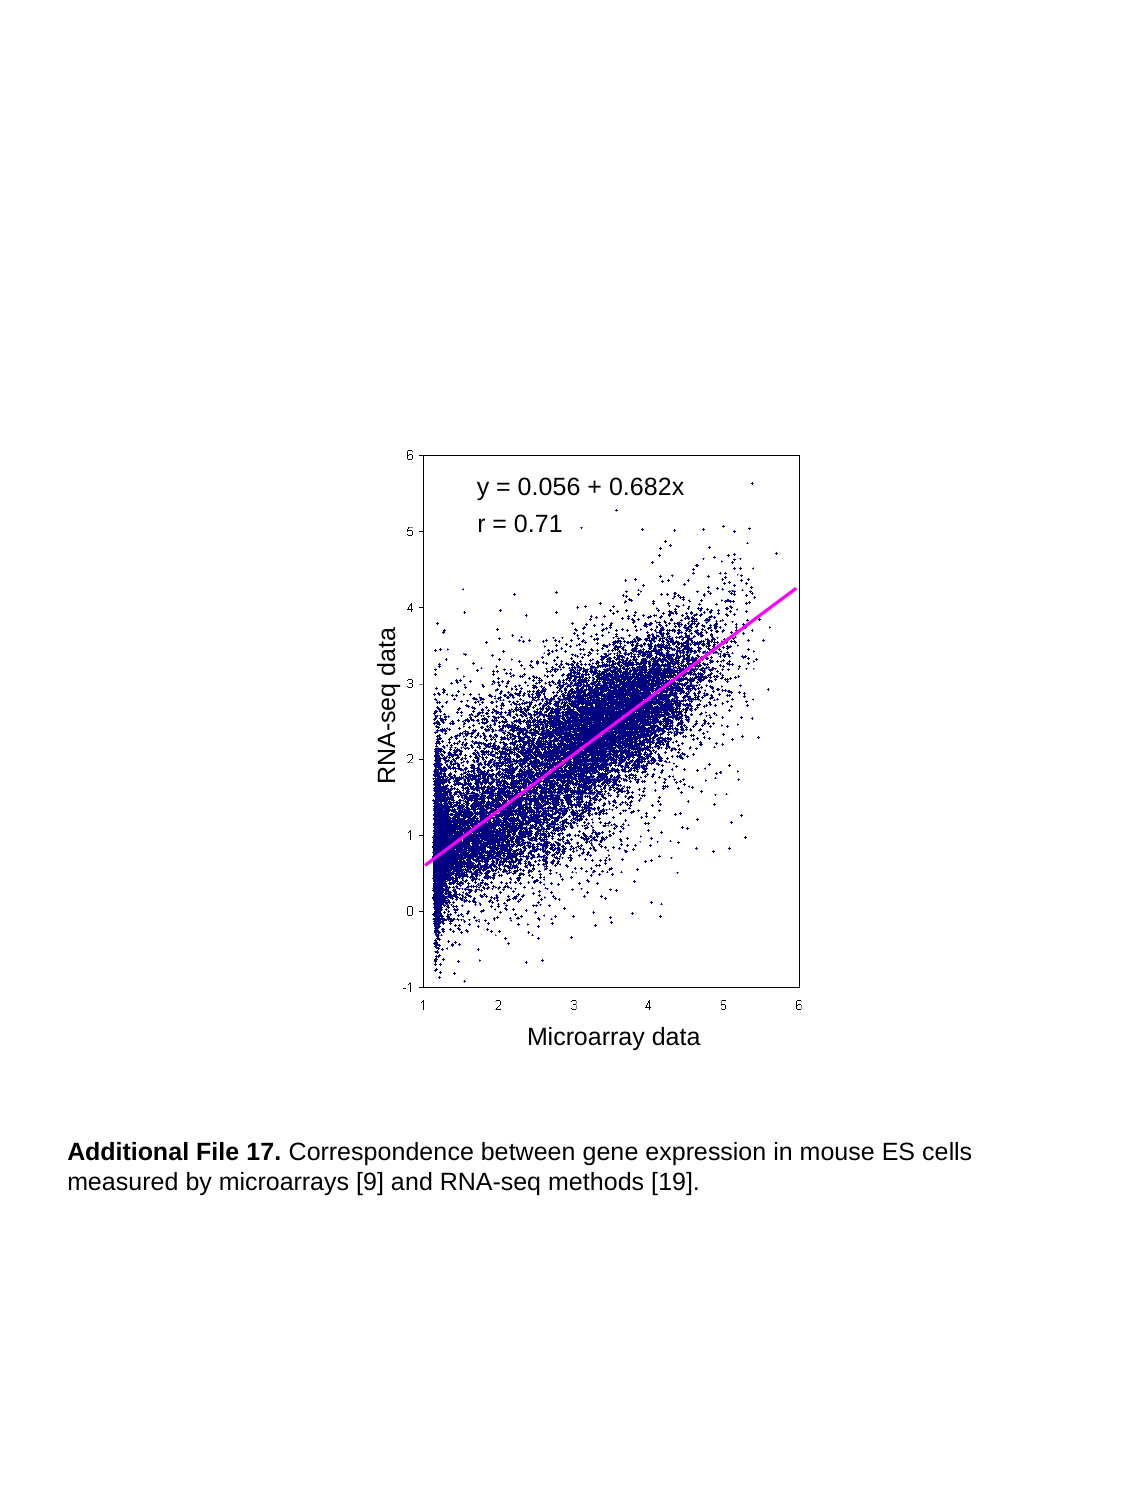

y = 0.056 + 0.682x
r = 0.71
RNA-seq data
Microarray data
Additional File 17. Correspondence between gene expression in mouse ES cells measured by microarrays [9] and RNA-seq methods [19].

How the deposited data were processed for this re-analysis (not part of the article)

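ES cell RNA from 4 cultures, 1 treated with DMSO and 1 with each of 3 inhibitors for 48 hr, was measured on 4 arrays of 1 slide, with Cy3 for the sample and Cy5 for a common reference. Conditions were taken from the sample labels and the Methods. Additional File 1 lists 1 replication per condition, and there was 1 array for each. No spread between replicates could therefore be measured, and no test was made. Dyes were not exchanged between sample and reference, so a dye bias of a probe cancels only in differences between arrays.

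The authors deposited scanner output of Feature Extraction, with spot intensity and local background in both channels that were not normalized, processed intensity that the software had corrected for background and dye, and its log10 ratio. They also deposited a table of log10 values for 25030 probes, 1 per gene. From the values, each entry of that deposited log10 table is the log10 ratio of processed Cy3 to Cy5 signal plus the mean log10 Cy5 signal over the arrays. The paper names NIA Array Analysis for this step, without settings in its text.

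From the mean intensity and median local background, background was corrected by normexp with an offset of 50 in limma 3.58.1 (R 4.3.3), fitted on all spots. Control spots and the 3 or 4 spots per array flagged as outliers were then left out, log2 ratios were normalized by loess within arrays, and spots of the same probe were averaged. There were 7 probes printed 5 times, and every other probe had 1 spot. Counts, correlations and simulations were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Genes were counted at 2-fold with Cy3 well above background on both arrays compared, or on all 4 for genes changed by all 3 inhibitors. Had Cy3 been well above background on only one side, the fold would have been given as a bound, but every named gene was above it on all 4 arrays. The spread given beside a gene is the robust SD, from the median absolute deviation, of the log2 fold change in its group when genes are divided by Cy3 signal into 20 groups. It holds true changes as well as error. Unchanged arrays were simulated 100 times with noise of that size, from differences between all pairs of arrays, and equal on every array. The number of arrays limits the precision of every value.

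The steps were tested on simulated arrays in which 200 of 42034 probe spots were changed. For simulated array 2 against simulated array 1, a true log2 change of 2 gave a median estimate of 2.07 and a true change of -2 one of -1.72 where the net Cy3 signal was over 500, and 1.45 and -0.95 over all changed probes. Of the true 4-fold changes, 65% were called at 2-fold, and 100% where the net Cy3 signal was over 500. No call had the wrong direction, and 3 unchanged probes were called. The simulated Cy5 signal did not move with Cy3, so that behaviour of the real arrays was not covered.

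Genes named in the text are those the paper names for the inhibitors, those in lists of pathway, pluripotency, lineage, stress and housekeeping genes, the 3 largest rises and 3 largest falls per inhibitor with the same direction in the processed signals and in Cy3 alone, and the 3 up and 3 down in all comparisons, as far as a supplementary table names their probe. The scanner files give probe names and sequences but no gene names. The lists were to be set against random lists of similar signal, but the tables held name 0 of 16 ERK targets, 0 of 12 Wnt targets, 0 of 10 stress genes, 1 of 7 AhR targets, 2 of 15 pluripotency genes, 1 of 14 lineage genes and 5 of 10 housekeeping genes. All are under the 80% required, so the list tests are void. Every named symbol has a single probe. No coordinates are given, since the files mark all probes as unmapped.

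The alternatives were an offset of 16, no background subtraction, the processed signals, median centring, Aquantile after loess, Cy3 alone with quantile normalization, the deposited log10 table, no filter on background, a filter on both channels, and thresholds of 1.5-fold and 4-fold. These, the comparisons and the rule for naming genes were fixed before the data were examined. A count over every probe of the array was added after seeing the data. Figures were drawn with matplotlib 3.10.9. Tables of the paper held in part were used for no overlap or enrichment test.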

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

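The tests of the Cy5 channel, of Cfc1 and of 4930502E18Rik in this part were chosen after the results had been seen, while Cy3 alone and the processed signals were planned as alternatives.

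The Cy5 channel held the same reference RNA on every array, and the paper does not report on it. Its signal nevertheless moved with the Cy3 signal of the same spot where Cy3 was much the brighter. Among genes with both channels well above background on all arrays and a change of at least 2-fold in Cy3 alone, the median Cy5 log2 change per Cy3 log2 change was 0.291 for genes whose Cy3 signal was over 10 times the Cy5 signal, and both had the same sign in 97.7% of 133 cases. It was 0.149 at a ratio of 3 to 10, 0.0645 at 1 to 3, 0.0399 at 0.3 to 1, 0.0104 at 0.1 to 0.3 and -0.00915 under 0.1. At ratios over 3, Cy5 had the sign of Cy3 in 107 of 117 genes with FGFR inhibitor, 5 of 5 with MEK inhibitor and 100 of 109 with GSK inhibitor. A different amount of probe or liquid at a spot would move Cy5 alike at any ratio, which the value of 0.0399 at a ratio of 0.3 to 1 argues against. Dim Cy5 signal as such is argued against by genes of similar Cy5 signal: in the middle of 3 groups by Cy5 signal, the value was 0.258 at ratios over 3 and 0.0105 at ratios under 1. A candidate explanation is that some sample signal enters the Cy5 channel. Where Cy3 was over 3 times Cy5, the change in processed Cy5 signal was 2.95% of that in Cy3 in the median, with an interquartile range of 1.42% to 4.82%. A fixed share, the same for all probes, is argued against, since 25 of 5849 genes with a mean processed Cy3 signal over 3000 had a Cy5 signal below 50% of that median share, down to 0.408% of Cy3. A share that varies between probes, from labeling, hybridisation or scanning, stays open. No biological explanation was tested. For genes with ratios over 3, 64 of the 117 changed at least 2-fold in Cy3 alone with FGFR inhibitor were also changed by the ratio, against 72 of 89 at ratios under 1. With GSK inhibitor these numbers were 55 of 109 and 73 of 104. A ratio to this reference may thus understate the changes of genes that ES cells express far above it, such as Gbx2.

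Cfc1, which the paper does not discuss, had a log2 fold change of 2.04 with FGFR inhibitor, above the level in the control. An error in its reference signal is argued against as the whole cause, since the change in Cy3 alone was 1.82. Its Cy5 signal was well above background only on the array with FGFR inhibitor, and the processed signals gave a smaller rise of 0.88. With GSK inhibitor, 4930502E18Rik rose by a log2 fold change of 2.33 and is not discussed in the paper either. Its change in Cy3 alone was 1.93, which argues against the reference in the same way, and the processed signals gave 4.06. For both genes, a faulty spot and an effect of the inhibitor cannot be told apart, because each probe has 1 spot per array and each condition 1 array.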

How the results depend on the processing

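No paired analysis was possible because each condition has 1 array. For the same reason no array was left out. Slide as a block was not run, since all arrays lay on 1 slide, and the median over probes of a gene was not run, since every symbol has 1 probe. The pathway lists gave no value under any setting.

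The numbers of genes changed at least 2-fold were 233 with FGFR inhibitor, 14 with MEK inhibitor, 235 with GSK inhibitor and 6 with all 3. The processed signals gave 724, 260, 766 and 62, and the deposited log10 table 724, 259, 768 and 61. An offset of 16 gave 28 with MEK inhibitor and 10 with all 3. A 1.5-fold threshold gave 958, 177, 1077 and 65, and a 4-fold threshold 15, 1, 18 and 0, by construction. The other settings tried, and every probe of the array, which was chosen after seeing the data, gave counts within 1.5 times of these. Of the genes changed by all 3 inhibitors, 1 was higher and 5 lower. Falls outnumbered rises in every setting at 2-fold, but by a margin that varied. There were 26 higher and 36 lower in the processed signals, 25 and 36 in the deposited table, and 2 and 8 with an offset of 16. The numbers were 3 and 5 without background subtraction, 2 and 3 with median centring, and 2 and 6 in Cy3 alone. At 1.5-fold the order was reversed, with 36 higher and 29 lower. For MEK inhibitor, the share of higher calls was 50.0%, and median centring made it 75.0%, with 12 higher and 4 lower. It made the share 66.1% with 218 genes for FGFR inhibitor, from 57.1%, and 60.1% with 208 genes for GSK inhibitor, from 48.1%. With that setting, the median log2 fold change of the genes measured was 0.10 with MEK inhibitor, against -0.011 without it, and Gbx2 and the calls shift with it. The order, with far fewer genes for MEK inhibitor than for the others, held under every setting. The cause of the higher counts with processed signals was not tested, but that setting adds no offset, which otherwise draws dim genes toward 0.

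Rxrg was lower with all 3 inhibitors under every setting that changes values. With FGFR inhibitor its log2 fold change was -4.04 with an offset of 16, -4.64 with the processed signals and -4.64 with the deposited table, -2.67 with median centring and -2.71 in Cy3 alone. With GSK inhibitor it was -2.50, -2.63 and -2.63 in the first 3 of these and -1.78 in Cy3 alone. With MEK inhibitor it was under 2-fold, at -0.51, in the processed signals and the deposited table. Gbx2 was below 0 in all 3 comparisons under every setting. With FGFR inhibitor it was -0.63 with an offset of 16, -0.19 with the processed signals and the deposited table, and -2.34 in Cy3 alone. With MEK inhibitor it was -0.062 with median centring and -0.66 in Cy3 alone. The cause of these shifts was not tested. Aquantile leaves the ratio of an array unchanged, so it tests none of these values, and the deposited table nearly repeats the processed signals. Under the other 5 alternatives that act on values, 390 values of other named genes were compared, of which 329 moved by less than the robust SD among genes of similar signal, 61 moved by more, and no change of at least 2-fold changed sign. The 3 rises of 4930558O21Rik, all under 2-fold, became falls in the processed signals, where its Cy5 signal was not well above background on any array.

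Correlations between inhibitors moved by less than 0.1 under every setting for which they were computed. They were not computed for the fold thresholds or for every probe of the array. The correlation of inhibitor responsiveness with Bi of Additional File 3 was 0.112, and it was 0.338 with an offset of 16, 0.522 with the processed signals or the deposited table, 0.280 among genes with both channels well above background on all arrays, and -0.0208 in Cy3 alone, where its sign was reversed. The cause was not tested beyond the level of Cy3 signal. Signal over background limits these results, since 6583 of 25030 genes were not well above background on any array.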

Differences from the paper's values

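The paper's log-ratios in Additional File 4 are in log10 units and are given here beside values on that scale. Of 30 such values of named genes, 5 differed by more than the robust SD among genes of similar signal. For A130094D17Rik the paper's value is -0.1381 with FGFR inhibitor, against -0.0633 here, -0.3386 with MEK inhibitor, against -0.1947, and -0.2466 with GSK inhibitor, against -0.1723. For Ahrr the paper's value is -0.2010 with FGFR inhibitor, against -0.0345 here, and 0.3767 with GSK inhibitor, against 0.1551. Under the processed signals and the deposited log10 table, both set before the data were examined, all 5 fall within that spread of the paper's values. This was fixed in advance, since Additional File 4 holds the values of the deposited table, which is built from the processed signals. An offset of 16 brings A130094D17Rik with FGFR and GSK inhibitor within that spread, and none of the others. No background subtraction, median centring, Aquantile and Cy3 alone bring none of them within it.

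The paper states that all 3 inhibitors raised Gbx2. For the probe that Additional File 2 lists as Gbx2, the log2 fold change was -0.98 with FGFR inhibitor, -0.22 with MEK inhibitor and -0.22 with GSK inhibitor, and it was below 0 with an offset of 16, without background subtraction, in the processed signals, with median centring and in Cy3 alone. The deposited table repeats the processed signals, and Aquantile leaves the ratio unchanged. The other probes of the array for Gbx2, if any, were not analysed here, since only 1 probe is listed with that symbol; in the processed signals this probe gave -0.19, -0.10 and -0.23.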

Other observations

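The tests of the FGFR and MEK correlation and of the level of Cy3 signal in this part were chosen after the results had been seen, and the others before.

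The genes changed at least 2-fold by all 3 inhibitors were called against the same control array. If an error of its Cy5 signal were the cause, the changes would be lost in Cy3 alone, but 6 of these 6 genes kept them in all 3 comparisons. An error of the control culture or of its Cy3 signal, and an effect common to the inhibitors, stay open. Position on the array was tested on the spots changed at least 2-fold in each comparison that have a measured neighbour, 293 with FGFR inhibitor, 15 with MEK inhibitor and 294 with GSK inhibitor. These include spots of probes outside the 25030 and of probes changed by all 3 inhibitors. Spearman's rho between neighbouring spots was 0.0493, 0.0720 and 0.0557 for FGFR, MEK and GSK inhibitor, but the neighbour of a changed spot moved in its direction by a median log2 fold change of at most 0.0192 in any comparison, which argues against position as the cause of the calls.

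The correlations across genes between inhibitors had a median of 0.485. Simulated unchanged arrays with a shared control gave 0.500, a value fixed in advance by equal noise on every array. How much of the common part is an effect of the inhibitors and how much comes from the control array cannot be told, because every comparison uses that array. The same holds for the higher correlation of FGFR and MEK inhibitors, at 0.622. The log2 fold changes spread least with MEK inhibitor, and if every pair had the same covariance, the mean of the 3, these inhibitors would have the highest correlation as well, at 0.642, against 0.380 for FGFR and GSK inhibitors and 0.604 for MEK and GSK inhibitors. The covariance was 0.0362 for FGFR and MEK inhibitors (95% bootstrap interval over genes 0.0345 to 0.0381), 0.0478 for FGFR and GSK inhibitors (0.0449 to 0.0509) and 0.0283 for MEK and GSK inhibitors (0.0268 to 0.0300). It was thus largest for FGFR and GSK inhibitors. As the only link, the control array would give equal covariances, so these values argue against it as the whole cause of the common part. The bootstrap treats genes as independent, which they are not. Among the 14522 genes under 1.5-fold in every comparison, the covariance was 0.0177 (0.0171 to 0.0184), 0.0168 (0.0159 to 0.0177) and 0.0146 (0.0140 to 0.0153), but this limit acts on the fold changes themselves and lowers the covariances by construction. Neighbouring places of these arrays on the slide, and FGFR and MEK acting on one pathway, were not tested and stay open.

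Additional File 4 takes, for each gene, the extremes of 9 comparisons. The inhibitors are 3 of these 9 and set 30.8% of the extremes in the rows held, so that share as such is not high. It was 53.1% for genes not well above background on all 4 arrays and 25.9% for the others. A candidate explanation for this difference is noise of dim probes on single arrays, and its direction goes with that explanation. Among genes listed in Additional File 3 as well, the correlation of Bi with that table in 192 genes not well above background on all 4 arrays was 0.121 for the inhibitors alone and 0.375 for the 6 comparisons without inhibitors. In 923 genes that were, these values were 0.555 and 0.464. A larger response of weakly expressed genes to the inhibitors, unrelated to that in Additional File 3, was not tested and stays open.

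How closely responsiveness to inhibitors followed Bi of Additional File 3 depended on the processing, from -0.0208 in Cy3 alone to 0.522 in the processed signals. Over the 1994 rows, log10 Bi of the inhibitors had a correlation with log10 Cy3 signal of -0.576 in the processed signals, 0.365 in the background-corrected ratios with an offset of 50 and 0.544 in Cy3 alone, while that of Additional File 3 had one of -0.507. When the mean of 20 groups of genes of similar Cy3 signal was taken out on both sides, the 3 settings gave 0.349, 0.366 and 0.362. The level of Cy3 signal is thus argued against as the whole cause of the correlation of 0.522, since 0.349 was left. The spread between these 3 settings was mostly lost once that level was taken out, so it went with the level of Cy3 signal. No biological explanation was tested.

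Of the genes in the lists, Tcfcp2l1 rose with all 3 inhibitors, by 0.42, 0.40 and 0.41 on the log2 scale for FGFR, MEK and GSK inhibitor, and by at least 0.76 in Cy3 alone. Prdm14 rose by 0.60 with FGFR inhibitor, and its values were 0.10 and -0.16 with MEK and GSK inhibitor, of which the first was below 0 in the processed signals and the last above 0 in Cy3 alone. Ahrr rose by 0.52 with GSK inhibitor, with -0.11 and -0.03 for the others. Sox17 had -0.17, 0.11 and -0.37, and its value with MEK inhibitor was -0.19 in the processed signals. The housekeeping genes Actb, Tbp, Ppia, Rpl13a and Sdha lay between -0.43 and 0.19 in all comparisons. Genes with a symbol that moved alike with all 3 inhibitors were ranked by the smallest of their changes. The largest rises were those of 2310043M15Rik, Aff1 and 4930558O21Rik, and the largest falls those of Rxrg, 2310043J07Rik and 3110082D06Rik. For 2310043J07Rik the values were -0.94, -0.60 and -0.98, and -1.91, -1.20 and -2.73 in the processed signals. These values have no replicate check.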
